# Deletion of *Xist* repeat B disrupts cell cycle and asymmetric cell division through *Usp9x* hyperactivation in mice

**DOI:** 10.1093/nar/gkaf142

**Published:** 2025-03-05

**Authors:** Mingming Liang, Lichao Zhang, Heng Gong, Li Yang, Haijun Wang, Na Song, Liangxue Lai, Wanhua Xie, Zhanjun Li

## Abstract

During X chromosome inactivation (XCI), *Xist* RNA establishes silencing by coating the chromosome in *cis* and binding diverse proteins to promote formation of a heterochromatic domain. However, *Xist* repeat B role beyond initiation of XCI remains unclear. Here, we find that loss of *Xist* repeat B in female mice allows survival and leads to a small body size persisting throughout life. Epigenetic and transcriptomic analyses reveal low levels of H3K27me3 and H2AK119ub occupancy on the X chromosome, except in certain CpG island regions, and partial reactivation of X-linked genes on the inactive X across multiple tissues. Notably, overdosage of *Usp9x* promotes centrosome amplification and chromosome instability. We further demonstrate that *Usp9x* overdosage alters asymmetric cell division, thereby affecting the process of cell differentiation. Thus, *Xist* repeat B is necessary for gene-specific silencing during XCI maintenance and impacts cell proliferation and differentiation during development. This provides insights into repeat B importance in maintaining XCI.

## Introduction

X chromosome inactivation (XCI) is a dosage compensation phenomenon that occurs in mammalian females to equalize the dosage of X-linked genes through transcriptional silencing of one of the two X chromosomes [1]. XCI occurs in two waves during female mouse development. A first wave of imprinted paternal X (Xp) inactivation occurs in preimplantation embryos. As development proceeds, the silent Xp is maintained in extra-embryonic tissues. However, the Xp is briefly reactivated in the inner cell mass that form the epiblast. In this second wave of silencing, XCI occurs randomly on either the Xp or maternal X (Xm) [2, 3]. During XCI, the long noncoding RNA *Xist* is transcribed exclusively from the future inactive X (Xi) and coats it in *cis*, triggering gene silencing and a cascade of chromatin changes, including eviction of activating factors and recruitment of silencing factors, such as Polycomb repressive complexes 1 and 2 (PRC1, PRC2) [4–12]. Once established, the Xi is remarkably stable due to the retention of repressive heterochromatin.

With the establishment of the transcriptionally silent state, cells transition into the XCI maintenance phase in which the same X chromosome remains Xi through subsequent cell divisions. In the maintenance phase, *Xist* remains highly expressed and anchored to the Xi. Proper maintenance of the silent state of the Xi is essential for female health, as defects in XCI maintenance have been linked to a range of human cancers and developmental disorders [13–21].

Regarding the establishment of repressive heterochromatin, two repeat sequences within *Xist* RNA, known as repeats A and B, have been associated with it. Repeat A initiates gene silencing and Polycomb recruitment, whereas repeat B stabilizes them [4, 5, 22–24]. The significance of repeat A is widely accepted [25, 26]. The reports on repeat B region have argued for varying degrees of silencing defects upon its deletion [4, 5, 27, 28]. Some reports show that loss of Polycomb recruitment has only a minor effect on Xi silencing [29, 30], whereas others show a significant effect [4, 5, 12, 28, 31]. These divergent findings have been challenging to reconcile and necessitate further investigation to elucidate the functional of repeat B in Xi gene silencing and Polycomb recruitment during the maintenance phase.

*Xist* is continuously expressed in somatic cells throughout the lifetime of the female to maintain the silent state of the Xi. However, the impact of repeat B loss on female development, X-linked gene expression, and the maintenance of Xi have not yet been addressed. Here, we carry out a systematic deletional analysis of endogenous *Xist* repeat B in mice. We show that deleting *Xist* repeat B in mice is compatible with survival but results in persistent growth retardation. Loss of repeat B caused significant overall reduction of H3K27me3 and H2AK119ub on Xi relative to wild type (WT). Nevertheless, a significant proportion of CpG islands (CGIs) retained enrichment of H3K27me3 or H2AK119ub, respectively. We provide evidence that repeat B loss leads to transcriptional reactivation on the Xi during XCI maintenance. Our mechanistic studies further reveal that reactivation and increased dosage of *Usp9x* leads to cell cycle slowing and asymmetric cell division (ACD) alteration in mice. Collectively, our results indicate that repeat B exerts important roles in controlling repression of transcription on the Xi during XCI maintenance. Our findings on the role of *Xist* repeat B in regulation of expression of X-linked genes will provide valuable insights for developing treatment strategies for X-linked diseases by manipulating the expression of specific X-linked genes on the Xi.

## Materials and methods

### Animals care and use

The Institutional Animal Care and Use Committee of Jilin University approved all animal experiments (IACUC number: SY202302002). All animal procedures were performed per the ethical guidelines of the Jilin University Laboratory Animal Center. Institute of Cancer Research (ICR) female mice aged 8 weeks were purchased from Liaoning Changsheng biotechnology co., Ltd. Mice were housed in a 14-h light/10-h dark cycle at 20–23°C and 40%–50% humidity.

### *Xist* repeat B deletion mice

*Xist* repeat B deletion were generated by CRISPR/Cas9 using a pair of single-guide RNAs (sgRNAs) flanking the target region. Two sgRNAs were designed according to previous described and cloned into the *BbsI*-linearized pUC57-T7-sgRNA vector. Then, sgRNAs were amplified by polymerase chain reaction (PCR) using the primer pair listed in Supplementary Table S1 and *in vitro* transcription using the MAXIscript T7 kit (Invitrogen) and purified with a miRNeasy mini kit (QIAGEN) according to the manufacturer’s instructions. To produce SpCas9 messenger RNA (mRNA), the PCS2 + Cas9 (Plasmid #122948) plasmid was linearized with *NotI* restriction digestion and used as a template to *in vitro* transcribe mRNAs using mMESSAGE mMACHINE SP6 Transcription Kit (Invitrogen) and then Cas9 mRNAs were purified with a miRNeasy mini kit (QIAGEN). All sgRNA sequences are listed in Supplementary Table S1. A mixture of Cas9 mRNA (100 ng/μl) and sgRNA (9 ng/μl) was co-injected into the cytoplasm of pronuclear stage zygotes. Finally, 25–35 injected zygotes were transferred into the oviduct of recipient mice. For mice genotyping, toes were collected and genomic DNA was extracted for PCR. All the primers used in this study are listed in Supplementary Table S1.

### Cell culture

Primary mouse embryonic fibroblasts (MEFs) and HEK293T cell lines were cultured in high-glucose Dulbecco’s modified Eagle’s medium (DMEM, Gibco) supplemented with 10% Fetal bovine serum (FBS, Gibco), 1% penicillin–streptomycin (Gibco), and 1% nonessential amino acids (Gibco) at 37°C, 5% CO_2_.

### Statistical analysis of weight and survival

To analyze survival, we conducted regular daily monitoring of the mice. The survival data are from 20 KO mice and 20 control mice. Body weight was recorded weekly. All data are expressed as mean ± standard deviation (SD) from at least three determinations in all experiments. The data were analyzed by Student’s unpaired t-test using GraphPad Prism software. *P* < 0.05 indicated statistical significance (****P < 0.0001).

### Hematoxylin and eosin staining

Hematoxylin and eosin (H&E) staining was performed according to our published protocols [32]. Briefly, the tissues from mice were fixed in 4% paraformaldehyde for 48h, embedded in paraffin wax, and then sectioned for slides. Then, slides were stained with H&E, and viewed under a Nikon ts100 microscope.

### ChIP-seq

ChIP seq was performed as previously described [33]. In brief, primary MEFs were cross-linked in phosphate-buffered saline (PBS) with 1% formaldehyde at room temperature for 10 min and quenched formaldehyde with 125 mM glycine for 5 min. Cross-linked cells were washed twice with cold PBS. Proceed to the sonication step, and Chromatin was fragmented by sonication using a Bioruptor Pico (Diagenode) for 25 cycles with 30 s on and 30 s off. For each precipitation reaction, fragmented chromatin was incubated overnight at 4°C with antibody against H3K27me3 (Abcam 6002) and H2AK119ub (Abcam ab193203). Immune complexes were further pulled down with protein A-Sepharose at 4°C for 1 h and immunoprecipitated DNA was purified by phenol: chloroform extraction and ethanol precipitation in the presence of linear acrylamide. Input DNA (10% of the amount utilized for immunoprecipitation) was prepared from chromatin extracts and used for the normalization of ChIP samples.

### ChIP-seq analysis

ChIP-seq data were mapped to the mouse reference genome (UCSC mm10) using bowtie2 [34]. Significantly enriched regions were next identified by performing MACS2 analysis [35]. Each processed bam file was normalized to reads per kilobase per million using the BamCoverage tool in DeepTools and visualized using the Integrative Genomics Viewer [36]. The table containing mouse transcriptional start sites (TSS) and transcription end site (TES) was obtained from the UCSC table browser.

### Immunofluorescence/RNA FISH

Immunofluorescence/RNA FISH (RNA fluorescence in situ hybridization) was performed as previously described [37]. Briefly, cells grown on glass coverslips were rinsed in PBS, fixed in 4% paraformaldehyde, and permeabilized in PBS/0.5% Triton-X 100 for 10 min at room temperature. After three rapid washes in PBS, samples were blocked for 30 min with 1% bovine serum albumin in PBS. Primary antibodies were added and allowed to incubate at room temperature for 1 h. Cells were washed three times with PBS at room temperature for 5 min each. After incubating with secondary antibody for 30 min at room temperature, cells were washed again with PBS at room temperature for 5 min each. Afterward, cells were postfixed with 4% paraformaldehyde for 10 min at RT (Room Temperature) and rinsed three times in PBS and twice in 2 × Saline-Sodium Citrate (SSC) buffer. Excess of 2 × SSC was removed, and cells were hybridized with *Xist* FISH probe set (Stellaris^®^ FISH Probes, Mouse *Xist* with Quasar^®^ 570 Dye). After the RNA FISH procedure, nuclei were stained with DAPI (4′,6-diamidino-2-phenylindole, Sigma–Aldrich), diluted 1:5000 in 2 × SSC for 5 min at RT. Cells were observed with Olympus FV3000 confocal laser scanning microscope.

### Quantitative image analysis

All image analysis were performed using Fiji [38].

### RNA-seq and analysis

Total RNA was extracted from primary MEFs. Stranded mRNA libraries were constructed by Genewiz and Novogene, and loaded on an Illumina HiSeq/Illumina Novaseq/MGI2000 instrument for sequencing using a 2 × 150 paired-end configuration according to manufacturer’s instructions. Fastq passes filter data were converted to high quality, clean data using Cutadapt. Using the program Hisat2, data were aligned to the reference genome. The DESeq2 Bioconductor package was utilized for the analysis of differential expression. Data-driven prior distributions are incorporated into the estimations of dispersion and logarithmic fold changes, and the Padj of the genes was adjusted to 0.05 to identify those that were differentially expressed.

### Quantitative real-time PCR analysis

Total RNA from tails were isolated using TRIzol reagent (Invitrogen, 15596026) according to the manufacturer’s instructions, and complementary DNA was synthesized from 2000 ng total RNA using PrimeScript RT Master Mix (Takara RR036A). Quantitative real-time PCR (qPCR) was performed in triplicate using standard SYBR green reagents (Biomed MT521) and protocols on a QuantStudio 3 Real-Time PCR system (Applied Biosystems). The target mRNA expression was quantified using the ΔΔCt method and normalized to GAPDH (Glyceraldehyde 3-phosphate dehydrogenase) expression [39]. All primers were designed using IDT (https://sg.idtdna.com/PrimerQuest/Home/Index) and synthesized by Sangon Biotech (Shanghai) Co., Ltd. Primer sequences are listed in Supplementary Table S1.

### Western blot

Western blot was performed as described previously [40]. Briefly, whole-tissue extracts were prepared with RIPA buffer (Radio Immunoprecipitation Assay Lysis buffer) and PMSF (Phenylmethanesulfonyl fluoride) on ice for 30 min. The samples were vortexed briefly (10 min), and then subjected to western blot analyses with the antibody (Anti-CRISPR-Cas9 antibody, Abcam ab204448; USP9X antibody, Proteintech 55054-1-AP; Alpha Tubulin antibody, Proteintech 11224-1-AP; Cep131 Antibody, Affinity Biosciences DF3692; GPSM1 Antibody, Novus NBP3-04743; Beta Actin antibody, Proteintech 20536-1-AP). The images were captured on the Tanon 5200 Imaging System (Tanon).

### Short hairpin RNA knock-down

To knock down *Usp9x*, the short hairpin RNA (shRNA) sequences (listed in Supplementary Table S2) were obtained from Sigma–Aldrich. Briefly, the shRNA is cloned into the pLKO.1 vector. The vectors were co-transfected with psPAX2 (Addgene, #12260) and pMD2.G (Addgene, #12259) into HEK293T cells using Lipofectamine 3000 transfection reagent. Supernatants were collected 48 and 72 h post-transfection. To generate *Usp9x* knock-down cell lines, MEFs were infected with lentivirus for 24 h. Cells were then cultured in selection medium containing 1 μg/ml puromycin for two weeks to obtain stable *Usp9x* knock-down cell lines.

### Immunofluorescence staining

Tissues were collected from RepB^−/−^ and WT mice. The tissues were fixed in 4% paraformaldehyde at 4°C, dehydrated in increasing concentrations of ethanol (70% for 6 h, 80% for 1 h, 96% for 1 h, and 100% for 3 h), cleared in xylene and embedded in paraffin for the histological examination. The 5-μm sections were cut for antibody staining. The stained sections were imaged with a Nikon TS100 microscope.

### Cell proliferation assay

We performed cell proliferation assay using Cell Counting Kit-8 (APExBIO Technology LLC, USA). Absorbance was measured at 450 nm with a microplate reader (Benchmark Plus Microplate Spectrophotometer; Bio-Rad, Hercules, CA, USA).

### Cell cycle analysis by flow cytometry

Propidium iodide (PI) staining was used for cell cycle analysis. Cells were fixed and permeabilized with 70% ethanol at −20°C for overnight. Fixed cells were washed with PBS twice, resuspended with 20 μg/ml of RNase A in PBS, and stained with a final concentration of 10 μg/ml PI in the dark. Cells were subjected to analysis using a BD FACS canto (Becton Dickinson, Franklin Lakes, NJ, USA) and ModFit LT software (Verity Software House).

### Cell cycle synchronization

Cells were arrested in G1 by double thymidine block [41]. MEFs were cultured in DMEM containing 2.5 mM thymidine overnight, washed with PBS, released in DMEM without thymidine for 9 h, and then incubated in DMEM containing 2.5 mM thymidine overnight. At the end of the second thymidine block, the cells were washed free of thymidine as described above.

### Statistical analysis

Quantitative data were analyzed by GraphPad Prism. Multiple group analyses were performed by analysis of variance. Student’s *t*-test was used to determine a significant difference between two groups. *P*-values of <0.05 were considered statistically significant.

## Results

### *Xist* repeat B deletion does not affect mouse fitness

The murine *Xist* gene encompasses six repetitive sequences [42], designated from repeat A through F (Fig. 1A), with repeat B notably characterized by a high cytosine content (Fig. 1B). To elucidate the *in vivo* functionality of repeat B, we employed the CRISPR/Cas9 system to generate mice harboring a targeted deletion of this region (Supplementary Fig. S1A). Genotyping assays were utilized to identify mice with the intended deletion, which was further corroborated by Sanger sequencing in the F0 generation (Fig. 1C). Additionally, to ensure specificity, we examined the top six predicted off-target sites with the highest potential for unintended modifications. The results showed no off-target effects (Supplementary Fig. S1B), and the Cas9 gene was not integrated into the genome of the cloned mice (Supplementary Fig. S1C). To procure homozygous knock-out female mice, we implemented a breeding strategy mating hemizygous males with heterozygous females (Fig. 1D), and the resultant progeny were verified via genotyping (Fig. 1E). Reverse transcriptase-polymerase chain reaction (RT-PCR) revealed that the excision of repeat B within *Xist* did not alter the expression profile of *Xist* (Fig. 1F), suggesting no deleterious impact on the transcription of the gene. To evaluate the reproductive fitness of these female mice, hemizygous males were crossed with homozygous females (Fig. 1G), and subsequent genotyping confirmed that all offspring were indeed homozygous for the deletion (Fig. 1H). To ascertain the normalcy of the offspring distribution, statistical analyses of the F1 and F2 generations were conducted, demonstrating that the frequencies of individuals across both generations adhered to the expected Mendelian inheritance patterns (Fig. 1I and J), thereby validating the lack of detrimental effects on fertility due to the repeat B deletion.

**Figure 1.**
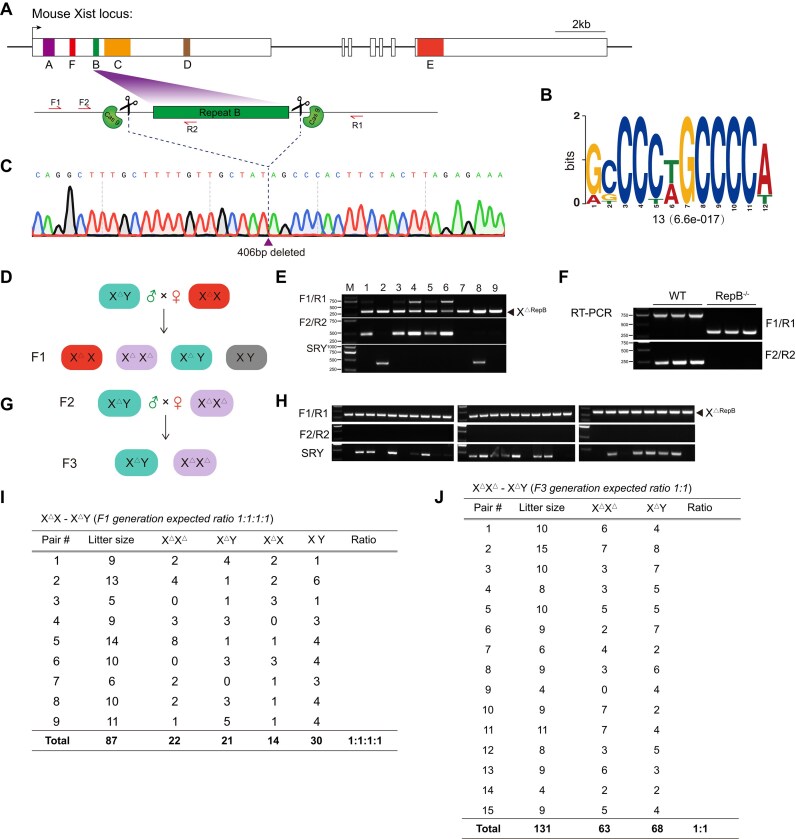
Female mice lacking *Xist* repeat B are viable and produce offspring that follow Mendelian inheritance ratios. (**A**) Map of the *Xist* gene used in this study. A schematic of gene targeting strategy applied to generate *Xist* repeat B knockout mice. Arrows mark the location of the F1/R1 and F2/R2 primer sets (used for detecting the genotype of mice). (**B**) The core motif of *Xist* repeat B is depicted, with the number of sites and the E-value presented below the motif logo. (**C**) The result of Sanger sequencing for the genotype of F0 generation mice. (**D**) Schematic of cross to generate homozygous mice with repeat B deletion. (**E**) Genotype confirmation of F1 generation mice by agarose gel electrophoresis. (**F**) *Xist* gene expression analysis by RT-PCR. (**G**) Mating strategy to validate the reproductive capability of homozygous mice. (**H**) Genotype confirmation of F3 generation mice by agarose gel electrophoresis. (**I**) Table summarizing the litter size and Mendelian ratio of F1 generation mice. (**J**) Table summarizing the litter size and Mendelian ratio of F3 generation mice.

### *Xist* repeat B deficiency results in a dwarf phenotype in mice

Next, we examined the clinical phenotype arising from the homozygous deletion of repeat B specifically in female and male cohorts. Notably, through continuous monitoring of body weight in mice from birth until eight weeks postnatal, we unveiled a marked reduction in body weight among RepB^−/−^ female mice in contrast to WT females (Fig. 2A and Supplementary Table S3), while males were not significantly affected. Moreover, our statistical assessment of the repercussions of repeat B deficiency on the body weight of mice at birth and 150 days postnatally revealed a significant decrease that was confined to female mice with repeat B deletion (Fig. 2B and Supplementary Table S3). In concordance, the bodily dimensions of RepB^−/−^ females at postnatal days 3, 7, 28, and 74 exhibited pronounced diminution compared to those of WT females (Fig. 2C). Intriguingly, despite these alterations, the absence of repeat B had no discernible impact on female survival rates over a 30-week monitoring period (Fig. 2D). Histopathological inspections further ascertained an absence of significant pathological variations in the heart, liver, spleen, lungs, or kidneys between RepB^−/−^ and WT female mice (Supplementary Fig. S2A). Expanding our investigation, we explored the role of repeat B in early embryonic development, uncovering a conspicuous reduction in the size of female embryos at embryonic stages E9.5, E12.5, and E15.5 in response to repeat B deletion, while no such differences were discerned between RepB^−/Y^ and WT male embryos at E9.5 (Fig. 2E). Furthermore, we evaluated the placental size at E12.5, E14.5, and E17.5 and found that placentas from female mice with repeat B deletion were smaller, whereas male placentas were not significantly affected (Fig. 2F and Supplementary Table S3). Representative images of placental size are shown in Fig. 2G. Moreover, Histopathological inspections indicate that there is no obvious pathological change in placental development (Supplementary Fig. S2B). Additionally, compared with the control group, placental growth rate was reduced in RepB^−/−^ female mice (Fig. 2H). Collectively, these findings indicate that the deletion of *Xist* repeat B specifically influences the development of female mice and their placentas, while having no discernible impact on male mice.

**Figure 2.**
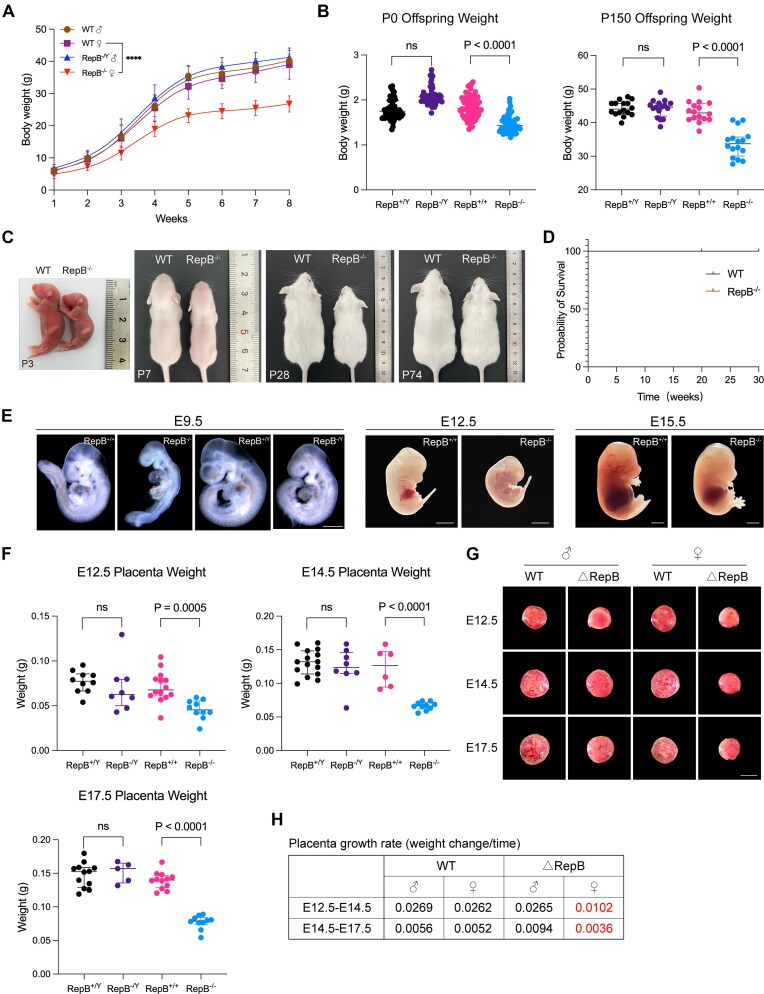
RepB^−/−^ mice exhibit reduced body and placenta sizes. (**A**) Body weight of repeat B knockout and WT mice. Error bars indicate mean ± SD. (**B**) Offspring body weight on the day of birth (P0, *n* = 43–68/genotype) and at postnatal day 150 (P150, *n* = 16/genotype). (**C**) Survival curve for RepB^−/−^ and WT mice. (**D**) Gross appearance of mice of indicated genotypes at various ages. (**E**) Representative morphology of control and KO embryos at E9.5, E12.5, and E15.5. Scale bar, 0.5 mm (E9.5), 2 mm (E12.5 and E15.5). (**F**) Placenta weight of repeat B knockout and WT mice at E12.5, E14.5, and E17.5. (**G**) Gross appearance of repeat B knockout and WT placenta at E12.5, E14.5, and E17.5. Scale bar, 5 mm. (**H**) Table depicting growth rates of placentas in repeat B knockout and WT groups at two gestational time points.

### Deletion of repeat B leads to loss of H3K27me3 and H2AK119ub modifications across the Xi

Considering that the *Xist* gene plays a pivotal role in mediating X chromosome inactivation during female embryogenesis through recruitment of PRC1/2 [4,5, 22, 23, 43], we performed immunofluorescence for H3K27me3, H2AK119ub, and RNA-FISH for *Xist* in MEF cells from WT and RepB^−/−^ mice. In nearly all *Xist*-positive WT cells, distinct foci of H3K27me3 and H2AK119ub, hallmarks of inactive X chromatin, clustered near the nuclear periphery. However, in RepB-null cells, immunoFISH analysis revealed complete loss of *Xist* dependent recruitment of H3K27me3 and H2AK119ub deposition (Fig. 3A and B and Supplementary Fig. S3A). The co-localization of *Xist* FISH signals with H3K27me3/H2AK119ub fluorescent signals is lost in RepB^−/−^ cells (Fig. 3C). Additionally, we examined whether the depletion of repeat B affects *Xist* localization. The results of aggregation score calculation revealed that *Xist* remained largely localized (Fig. 3D). These findings indicate that the deletion of repeat B affects the recruitment of H3K27me3 and H2AK119ub, but does not impact *Xist* localization on the Xi.

**Figure 3.**
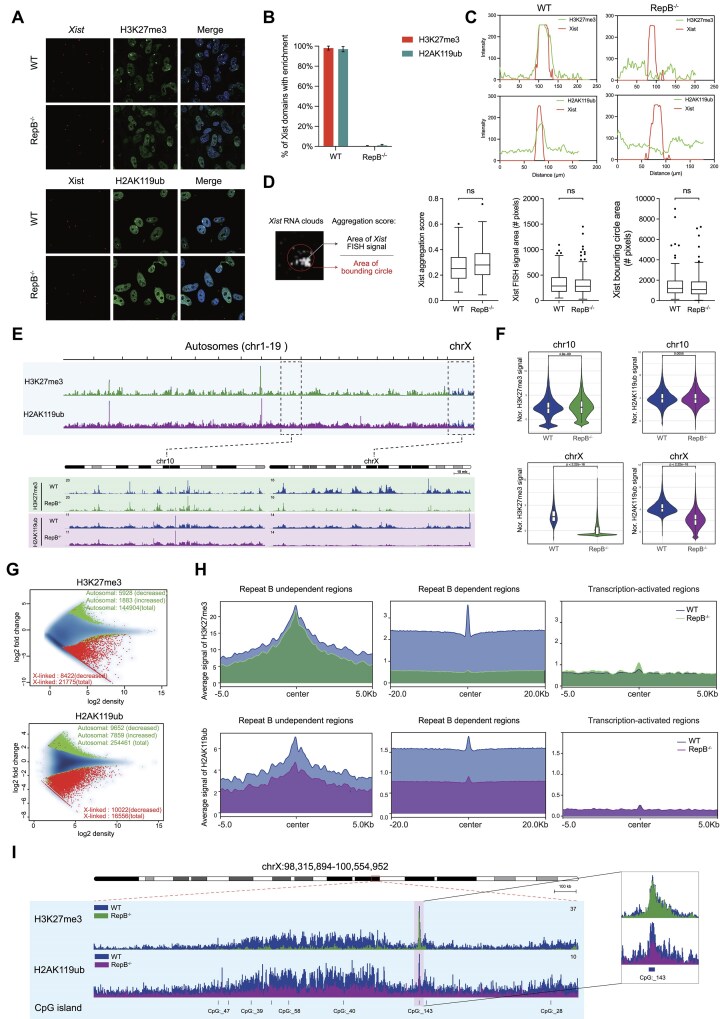
*Xist* repeat B loss leads to epigenetic changes of the Xi. (**A**) H3K27me3/H2AK119ub IF and *Xist* RNA FISH in RepB^−/−^ and WT MEF cells. (**B**) Quantitative analysis of a single FL-*Xist* and RepB^−/−^ cell line based on scoring *Xist* RNA domains for presence or absence of H3K27me3/H2AK119ub. Error bars represent SD for at least three biological replicates with a sample of *n* > 100 for each replicate. (**C**) Green = H3K27me3/H2AK119ub and red = *Xist*. Line intensity profile showing *Xist* and H3K27me3/H2AK119ub intensities across the *Xist* territory in RepB^−/−^ and WT MEF cells. (**D**) Schematic for aggregation score calculation. Box plots showing *Xist* aggregation scores upon depletion of repeat B, *Xist* FISH signal area values and bounding circle area values encompassing the *Xist* signal used to calculate the *Xist* aggregation scores in RepB^−/−^ and WT MEF cells. For box plots (*n* > 180): ns, not significant, two-tailed Kolmogorov–Smirnov test. Horizontal lines denote the median, whiskers indicate 1.5× the interquartile range, dots represent outliers. (**E**) Genome browser tracks showing H3K27me3 (green) and H2AK119ub (purple) accumulation at autosomes and X chromosome in RepB^−/−^ mice. Zoom in H3K27me3 (green) and H2AK119ub (purple) accumulation across the chr10 and chrX regions. (**F**) Violin plots quantifying H3K27me3 and H2AK119ub enrichment over chr10 and chrX regions. (**G**) MA plots showing differences between RepB^−/−^ and WT mice in H3K27me3 or H2AK119ub levels at autosomes and X chromosome. Statistically significant differences are shown in green and red, blue dots and blue density cloud represents all points corresponding to the nonchanging regions. Note that most altered sites show decrease binding on X chromosome in RepB^−/−^ mice. (**H**) ChIP-seq cumulative enrichment deposition centered at peak summit of H3K27me3/H2AK119ub in RepB^−/−^ mice, encompassing regions that are both dependent and independent of repeat B sequences. H3K27me3/H2AK119ub enrichment at transcription-activated regions genome-wide (right panel). (**I**) Genome browser view of H3K27me3/H2AK119ub enrichment at CGIs in RepB^−/−^ mice.

To further scrutinize these anomalies, we executed ChIP-seq for H3K27me3 and H2AK119ub in WT and RepB^−/−^ mice tail and ear fibroblasts (Supplementary Table S4). Our results illuminated a selective loss in H3K27me3 and H2AK119ub occupancy on the X chromosome in the absence of repeat B, with no discernible effect on autosomes (Fig. 3E and F). Differential occupancy profiling of these modifications, when distinguished between autosomal and X chromosomal contexts, revealed a profound lessening of their abundance at the majority of X-linked sites (Fig. 3G), exhibiting no preferential bias across varied chromatin domains (Supplementary Fig. S4B). In harmony with immunofluorescence outcomes, MEFs from RepB^−/−^ mice showed a widespread loss of H3K27me3 and H2AK119ub signals on the X chromosome (Fig. 3E and Supplementary Fig. S4A), with H3K27me3 being more significantly affected than H2AK119ub. These data indicate that repeat B plays a crucial role in the recruitment of H3K27me3 and H2AK119ub during XCI, consistent with previous findings [4, 5].

We further delineated the regions of X chromatin that are independent and dependent on repeat B. Intriguingly, in the RepB-independent regions, the deletion of repeat B had no impact on H3K27me3 occupancy, as evidenced by unaltered peak heights, but it led to a reduction in H2AK119ub occupancy albeit with a residual presence still evident (Fig. 3H). Conversely, in RepB-dependent regions, the deletion of repeat B resulted in a complete loss of H3K27me3 and a slight residual presence of H2AK119ub, compared to the signal intensity observed in transcription-activated regions (Fig. 3H and Supplementary Fig. S4C). Moreover, these RepB-independent regions were found to be enriched with CGIs (Fig. 3I and Supplementary Fig. S4D). These data imply that silencing of certain CGIs on the X chromosome occurs independently of *Xist* repeat B region.

### Deletion of repeat B specifically upregulated a subset of genes that exhibit a particular chromatin context

To elucidate the impact of *Xist* repeat B deletion on various X chromatin states, we reanalyzed ChIP-seq datasets for H2BK120ub, H3K27ac, H3K4me3, and H3K27me3 from female mouse MEF cells [33]. Genes on the X chromosome was clustered into five groups according to the presence of these histone marks. Strikingly, our H3K27me3 profile concurred with published data, affirming the stability of X chromatin activity in MEFs (Fig. 4A). Specifically, Cluster 1 (C1) featured both active (H2BK120ub, H3K4me3, H3K27ac) and repressive (H3K27me3) marks; C2, solely H3K27me3; C3, devoid of any marks; C4, a mix of H3K4me3 and H3K27me3; and C5, exclusively active marks (Fig. 4A). Notably, repeat B deletion abolished H3K27me3 and H2AK119ub in C1 and C2 (Fig. 4A and B), while partially reducing these marks in C4, where they remained detectable (Fig. 4A and B). Despite this, repeat B deletion did not alter X chromosome chromatin accessibility (Fig. 4A and Supplementary Fig. S5A and B). 

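The MEF count table used here holds no value for *Xist*, so the deletion of its repeat B could not be read from these counts. The table gives 3 libraries of RepB-/- and 3 of WT cells, which the labels describe as primary MEFs. The paper's methods state that total RNA was extracted from primary MEFs, that stranded mRNA libraries were made by Genewiz and Novogene and sequenced as paired ends, and that reads were trimmed with Cutadapt and aligned with Hisat2. Which company made which library is not stated in the paper's text, and neither are the counting tool and the annotation. The values are whole-number read counts per gene without normalization, and the gene coordinates are those of GRCm39. Of the 21959 genes listed, 21723 are protein-coding and 915 of these lie on the X chromosome. The RepB-/- libraries held between 20005541 and 20587556 counts (median 20488679), and the WT libraries held 11540344, 16057358 and 16347806. Y-linked *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* together gave at most 4 counts in any MEF library. Counts were scaled by TMM normalization in edgeR, genes with low counts were removed with filterByExpr, and the genotypes were compared by the quasi-likelihood test with Benjamini-Hochberg adjustment over the 13306 genes tested. The biological coefficient of variation among replicates was 9.06%. In counts simulated at these depths and this variation, 91.5% of the 199 changed genes that could be tested were recovered, and 9.90% of the genes called had not been changed. Only 200 genes were changed there, each by more than 1.5-fold. Both shares therefore need not hold for smaller changes or where many more genes change.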

We proceeded to investigate X-linked gene expression variations across diverse chromatin landscapes. In line with histone modification changes, C1 and C5 cluster genes showed marked upregulation (Fig. 4C), while C4 cluster genes unexpectedly downregulated in RepB-null tail and ear fibroblasts (Fig. 4C). 

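Expression by chromatin cluster was measured with the clusters of Supplementary Table S5, which assigns 939 X-linked genes to C1 to C5, and 899 of these are listed in the MEF counts. The paper names tail and ear fibroblasts here, and the labels name both tail and primary MEFs. The log2 fold changes in Table S5 and those from the MEF counts had a Pearson correlation of 0.995 across the 355 genes with mean normalized counts of at least 40 in both genotypes, where genes are not independent replicates. The paper's normalized counts were 2.04 times these counts in RepB-/- and 2.02 times in WT at the median. For each cluster, the median log2 fold change of its tested genes was compared with that of autosomal genes, and a p-value was taken from camera, a test of a gene set against the other genes, with its preset inter-gene correlation of 0.01 and adjustment over the 5 clusters. The 268 tested C1 genes lay 0.31 above autosomal genes (adjusted p = 3.5e-10), with 198 above 0, 54 upregulated by at least 1.5-fold at an adjusted p under 0.05 and 7 downregulated. The 36 C5 genes lay 0.42 above (adjusted p = 1.0e-08), 34 of them above 0, with 11 upregulated and 0 downregulated. C3, of which 21 of 260 genes were tested, lay 0.54 above (adjusted p = 5.4e-04), with 7 upregulated and 2 downregulated. C2 lay 0.040 above over 72 genes (adjusted p = 0.181), with 11 upregulated and 8 downregulated. The 22 C4 genes lay at -0.40 against autosomal genes (adjusted p = 0.0918), with 9 downregulated, 2 upregulated and 9 above 0. Under fry, which takes the correlation between genes from the data, the adjusted p was 0.00195 for C1, 0.00689 for C2, 0.00496 for C3, 0.0300 for C4 and 0.00195 for C5. The alternative that moved C1 most kept every gene with a count, and its shift was then 0.46. The same alternative put C2 at -0.37 and C3 at -1.86 against autosomal genes, with adjusted p = 0.949 for both. C4 passed the threshold when the library of RepB-/- replicate 1, RepB-/- replicate 2 or WT replicate 2 was left out. Per library, the C4 shift had a mean of -0.41 ± 0.22 (SD, n = 3) in RepB-/- and -0.0010 ± 0.16 (SD, n = 3) in WT. In every cluster, all RepB-/- libraries lay on the same side of all WT libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).

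**Figure D1:**
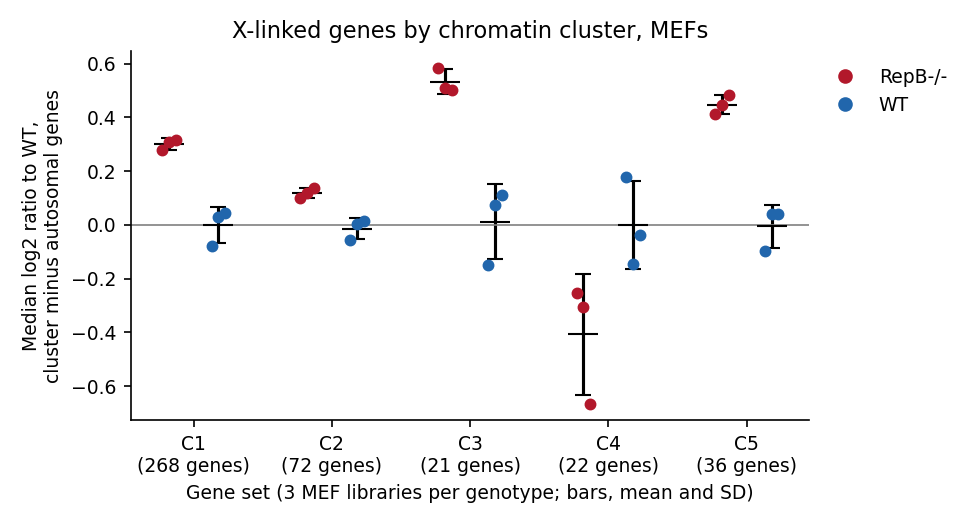
X-linked genes of each chromatin cluster in single MEF libraries. Points give the median log2 ratio of a cluster's genes to the WT mean minus that of autosomal genes (vertical axis) for the 3 RepB-/- and 3 WT libraries of each cluster (horizontal axis), and bars give the mean and SD. The RepB-/- libraries lie between 0.28 and 0.32 for C1 and between -0.66 and -0.25 for C4.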

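In RepB-/- MEFs, 85 of the 423 X-linked genes tested were upregulated, at an adjusted p under 0.05 and at least 1.5-fold. All 85 carry a cluster in Table S5, and 54 of them (63.5%, 95% Wilson interval 52.9% to 73.0%) were C1 genes. The interval covers counting error alone. C1 also held 268 of the 419 tested genes with a cluster, or 63.96%, and the odds ratio of 0.977 did not differ from 1 (two-sided Fisher's exact test, p = 1). The alternative that moved the share most dropped the 1.5-fold threshold. It called 183 genes, of which 69.9% were C1 genes (Fisher's exact test, p = 0.0311). With every gene with a count kept, 67 of 104 upregulated genes (64.4%) were C1 genes, with an odds ratio of 3.34 (Fisher's exact test, p = 3.1e-08).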

Notably, around 66% of upregulated X-linked genes clustered in C1 (Fig. 4D and Supplementary Table S5). Additionally, these active genes clustered near the *Xist* locus and the X chromosome termini (Fig. 4E and Supplementary Fig. S5C).

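The positions of the upregulated genes were taken from GRCm38, where *Xist* lies on chromosome X from 103460366 to 103483254. The median distance from gene to *Xist* was 57.0 Mb for the 85 upregulated genes and 36.1 Mb for the 338 other tested X-linked genes, a difference of 20.9 Mb (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest these permutations can give, adjusted p = 2e-05 over both distances). With no fold threshold the difference was 8.88 Mb (permutation p = 0.338). Since *Xist* lies away from both ends, upregulated genes at the ends raise this median whether or not others lie near *Xist*. The median distance therefore cannot decide on a cluster near *Xist*, and the permutation treats neighbouring genes as independent. To the nearer end of the chromosome, the median distance was 36.1 Mb for upregulated genes and 41.2 Mb for the others, a difference of -5.01 Mb (permutation p = 0.348). In windows of 10 Mb, 16 of the 50 tested genes were upregulated in the window from 100 to 110 Mb that holds *Xist* (32.0%), against 2 of 26 in the window before it. The first window of the chromosome had 9 of 33 (27.3%) and the window from 160 to 170 Mb had 16 of 36 (44.4%). From 30 to 40 Mb the count was 9 of 21 (42.9%), and from 70 to 80 Mb it was 3 of 68 (4.41%). Fig. 4E labels 31 reactivated genes and 6 escapees, and its legend does not state how they were chosen. Of the reactivated genes, *Gpr64* was not found under that name, and the 30 others were all tested and upregulated by at least 1.5-fold, with a median log2 fold change of 0.89. All 6 escapees were upregulated as well, with a median of 0.92. Adjusted over the list alone, the same 30 and 6 genes passed. This is not taken as independent evidence, since the lists may have come from these libraries.

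**Figure D2:**
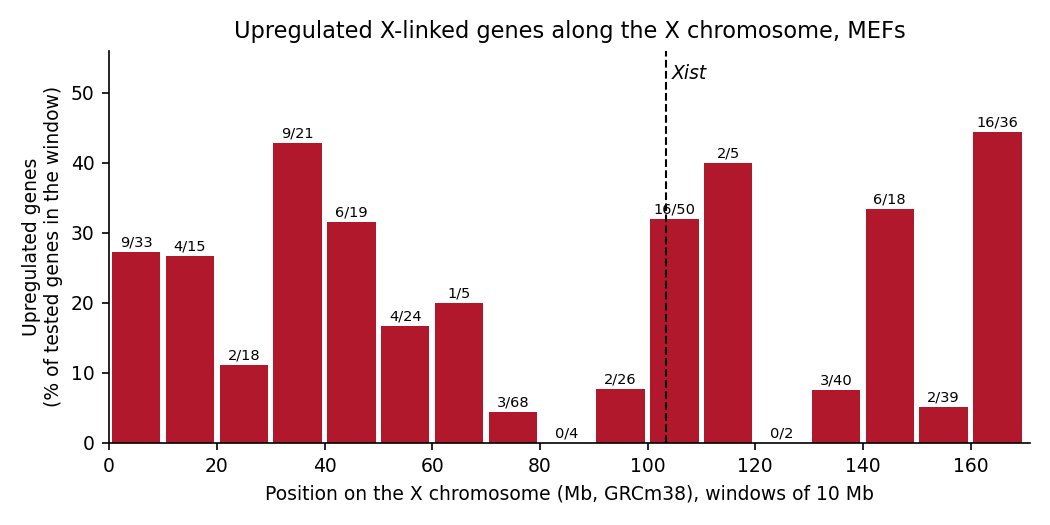
Upregulated X-linked genes along the X chromosome in RepB-/- MEFs. Bars give the percentage of tested genes that were upregulated (vertical axis) in windows of 10 Mb of GRCm38 (horizontal axis), with the counts above each bar and a dashed line at *Xist*. The highest share is 44.4%, from 160 to 170 Mb.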

**Figure 4.**
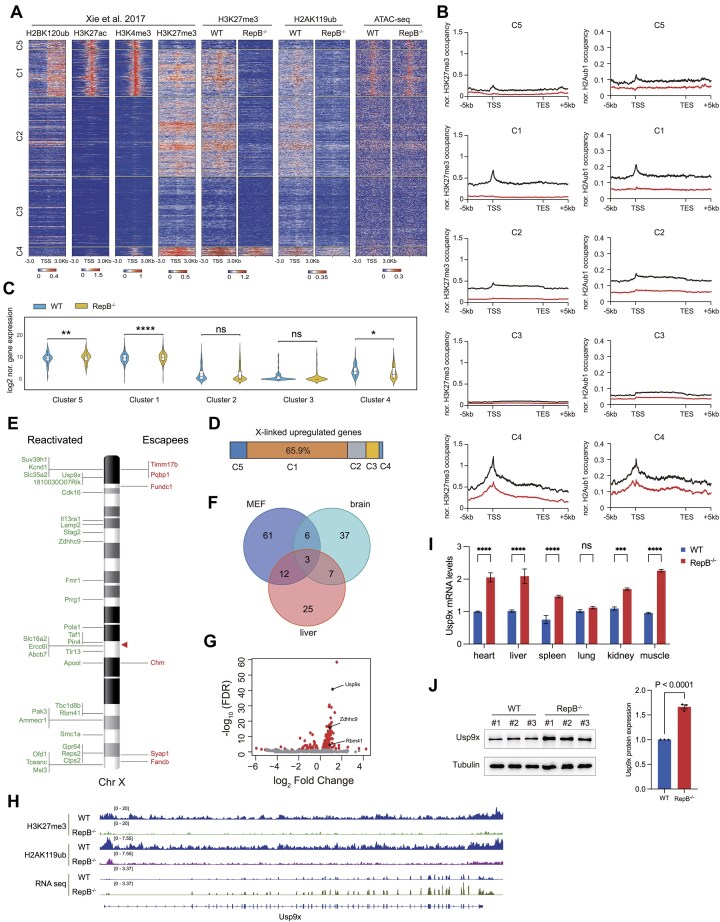
The deletion of *Xist* repeat B leads to reactivation of previously silenced genes on the Xi in RepB^−/−^ mice. (**A**) Heatmaps of H2BK120ub, H3K27ac, H3K4me3, H3K27me3, H2AK119ub, and ATAC-seq levels surrounding the TSS (±3 kb) of all genes in WT and RepB^−/−^ mice. A color scale indicating the relative signal intensity plotted on each heatmap is shown at the bottom. Genes were clustered by class according to the histone modifications occupancy. TSS, transcription start site. Biological replicates ≥2. (**B**) Aggregate plots compare the average H3K27me3 and H2AK119ub ChIP signals over TSS or TES (±5 kb) form clusters C1–C5 in WT and RepB^−/−^ mice. TES, transcription end site. (**C**) Violin plots showing the X-linked gene expression statistics of the different clusters in WT and RepB^−/−^ mice. ns, not significant, *P < 0.05, **P < 0.01, ****P < 0.0001. (**D**) Distribution of upregulated X-linked genes of clusters C1–C5. (**E**) Positioning of escapees (red) and reactivated genes (green) along the X. The red triangle indicates the position of *Xist*. (**F**) Venn diagram shows the number of upregulated X-linked genes shared between the three sampling groups. (**G**) Volcano plot of the fold change of transcripts in RepB^−/−^ MEFs compared to control. The red dots indicate transcripts that showed statistically significant changes. The annotated dots are the common data points shared between the three sampling groups. (**H**) Representative genome tracks show H3K27me3/H2AK119ub ChIP-seq signals and RNA-seq reads across typical *Xist*-dependent XCI reactivated gene *Usp9x* on Xi in RepB^−/−^ MEFs. (**I**) *Usp9x* mRNA levels across various tissues in WT and RepB^−/−^ mice. ns, not significant, ***P < 0.001, ****P < 0.0001. (**J**) *Usp9x* protein expression levels in the tails of WT and RepB^−/−^ mice.

### *Xist* repeat B loss led to *Usp9x* reactivation on Xi across tissues

To identify genes whose repression depends on the *Xist* repeat B element, we conducted RNA sequencing on brain, liver, and fibroblast tissues (Supplementary Table S6). 

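*Xist* had 14704, 4 and 22681 counts in the liver libraries labelled RepB-/- replicates 1, 2 and 3, and 14494, 21594 and 26345 counts in WT replicates 1, 2 and 3. The counts are per gene, so they do not tell the transcript without repeat B from the full-length one. The library labelled RepB-/- replicate 2 also held 1527 counts of *Ddx3y*, 1669 of *Eif2s3y*, 708 of *Kdm5d* and 438 of *Uty*, which are Y-linked, and no other liver library held more than 1 count of these genes in sum. The paper's text does not name the sex or age of the animals whose livers were sequenced, and that library stayed among the RepB-/- livers because its label places it there. Values without it are given where it changes a result. The liver table gives 3 RepB-/- and 3 WT libraries as whole-number counts without normalization, with gene coordinates of GRCm38. It lists 51826 genes, of which 21793 are protein-coding and 948 of these are X-linked. The RepB-/- libraries held between 43284198 and 51542709 counts (median 47022441), and the WT libraries between 37682201 and 46343577 (median 39398135). The brain libraries were not analysed here. The methods for the MEF counts were applied to liver, where 16080 genes were tested and the biological coefficient of variation was 51.2%. In counts simulated with that variation, none of the 196 changed genes that could be tested was recovered (0%). Changes of the simulated size in single genes were therefore not detectable at this variation between animals. A simulated shift of all X-linked genes by 0.3 was found as 0.30. Genes were drawn independently of each other there, without changes that many genes of a library share. The 0.30 therefore does not tell how well such a shift is measured in these livers. With replicate number as a block, the coefficient was 33.7%. Recovery was not simulated at that value, so the 0% does not bear on fits with the block.

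**Figure D3:**
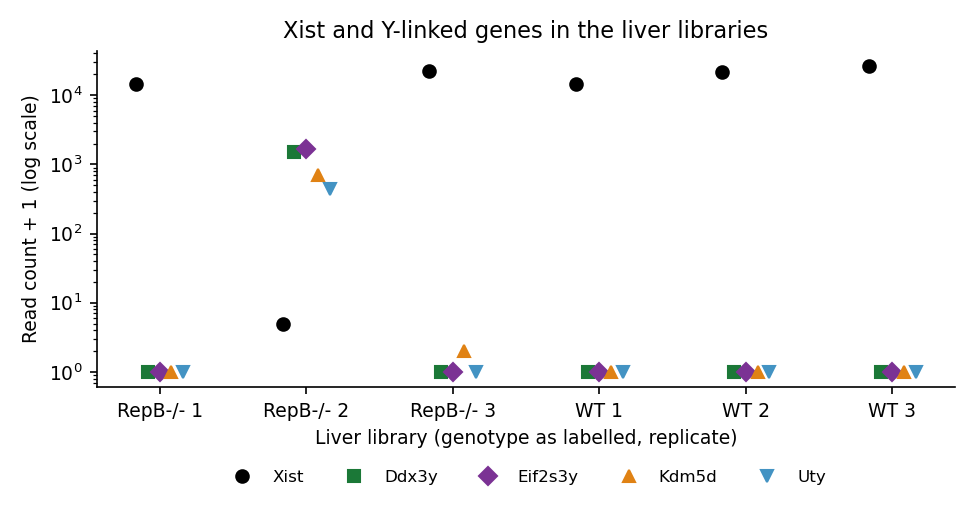
*Xist* and Y-linked genes in the liver libraries. Points give the read count plus 1 on a log scale (vertical axis) of *Xist*, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* in each of the 6 libraries (horizontal axis), named by genotype as labelled and replicate. In the library labelled RepB-/- replicate 2, *Xist* has 4 counts and *Eif2s3y* has 1669.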

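Distances between libraries were computed as Euclidean distances of log2 CPM (counts scaled by library size), with a prior count of 2, over the tested genes. MEF libraries of the same genotype lay 41.6 apart on average over 6 pairs (range 35.1 to 50.2), and libraries of different genotypes 83.7 over 9 pairs (range 74.1 to 98.5). The difference of 42.2 was the largest of the 10 splits of these libraries (exact permutation test, p = 0.1, the smallest possible). The first principal component held 74.2% of the MEF variance and separated the genotypes, and the second held 8.74%. Over the 500 most variable genes the first held 87.5%.

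**Figure D4:**
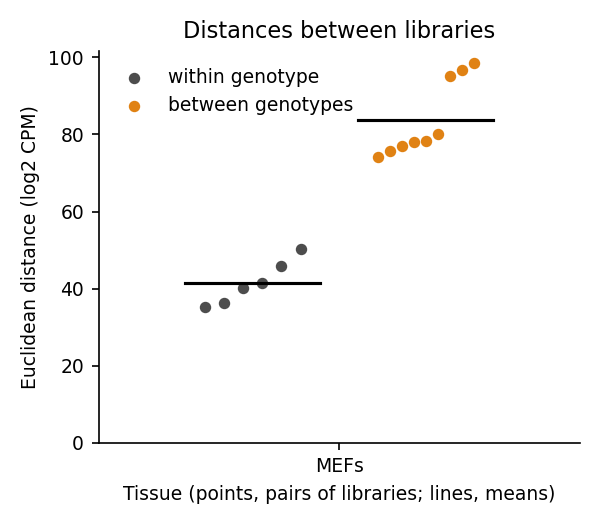
Distances between RNA-seq libraries of MEFs. Points give the Euclidean distance of log2 CPM (vertical axis) for each pair of libraries within a genotype and between genotypes (horizontal axis), and lines give the means. The means are 41.6 and 83.7.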

Principal component analysis revealed high consistency among replicates within groups (Supplementary Fig. S5D). Cumulative distribution plots of fold changes from RNA-seq showed a statistically significant rightward shift in X-linked genes compared to autosomal genes across all three tissues (Supplementary Fig. S5E). 

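The shift of X-linked genes was measured over protein-coding genes with mean normalized counts of at least 40 in either genotype, the limit for expressed genes in the legend of Supplementary Fig. S5F. In MEFs, the median log2 fold change was 0.30 over 374 X-linked genes and 0.023 over 11241 autosomal genes, a shift of 0.27 (camera, two-sided, over n = 422 tested X-linked genes, p = 4.9e-09). Of the X-linked genes, 72.7% lay above the autosomal median. The alternative that moved this shift most left out the library of WT replicate 1 and gave 0.25. In liver, the medians were 0.21 over 378 X-linked genes and 0.0054 over 12164 autosomal genes, a shift of 0.21 (camera over n = 418 X-linked genes, p = 2.9e-05), with 72.2% above. Under fry, p was 7.0e-04 in MEFs and 0.255 in liver, so the liver shift did not hold under that test. Each library was then compared with the WT mean of its tissue. The X-linked minus autosomal median was 0.28 ± 0.023 (SD, n = 3) in RepB-/- MEFs and -0.0022 ± 0.059 (SD, n = 3) in WT MEFs, and every RepB-/- library lay above every WT library (two-sided exact permutation test, p = 0.1, the smallest possible). In liver, the libraries labelled RepB-/- replicates 1, 2 and 3 lay at 0.23, -0.082 and 0.35, and the WT libraries at 0.025, -0.017 and -0.0076 (exact permutation test, p = 0.4). Without RepB-/- replicate 2, the library with Y-linked counts, the liver shift was 0.34 over n = 386 genes (camera, p = 1.9e-09), and without RepB-/- replicate 3 it was 0.074 over n = 379 genes (p = 0.0760). After the genotype means were removed, MEF libraries of the same number were not correlated (-0.011, -0.042 and -0.0035 across genes, which are not independent replicates), whereas liver libraries of the same number were (0.71, 0.36 and 0.37). With replicate number as a block, the liver shift was 0.19 (fry, n = 378 genes, p = 0.216). From the X-linked and autosomal distributions in brain, liver and MEFs, the paper concludes that the deletion of repeat B alters the expression profile of X-linked genes.

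**Figure D5:**
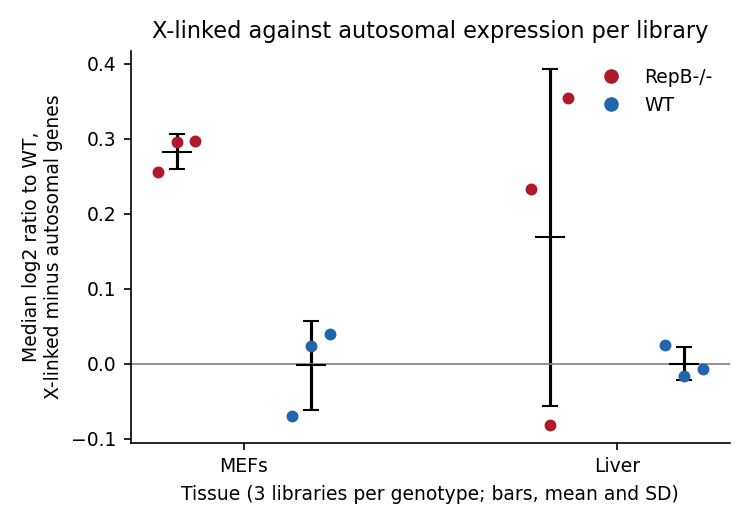
X-linked against autosomal expression in each library. Points give the median log2 ratio to the WT mean of X-linked genes minus that of autosomal genes (vertical axis) for 3 RepB-/- and 3 WT libraries of MEFs and of liver (horizontal axis), and bars give the mean and SD. The RepB-/- libraries lie between 0.26 and 0.30 in MEFs and between -0.082 and 0.35 in liver.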

To further characterize these changes, we binned fold change values in increments of 0.2 and observed a substantial rightward shift in X-linked gene expression relative to autosomal genes (Supplementary Fig. S5F). These results demonstrate that the deletion of repeat B alters the expression profile of X-linked genes.

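In bins of 0.2 on the log2 scale, the expressed X-linked genes of RepB-/- MEFs were most frequent from 0.2 to 0.4, which held 89 genes or 23.8%, against 15.3% of autosomal genes. The bin from 0.4 to 0.6 held 17.4% of X-linked and 6.69% of autosomal genes, and the bin from 0.6 to 0.8 held 43 X-linked genes and 3.06% of autosomal genes. Autosomal genes of MEFs were most frequent from 0 to 0.2, with 24.2%. In liver, 21.7% of X-linked and 13.0% of autosomal genes lay from 0.2 to 0.4, 12.4% and 6.54% from 0.4 to 0.6, and 9.79% and 3.25% from 0.6 to 0.8. Above 1 lay 11 X-linked genes of liver (2.91%) and 413 of its 12164 autosomal genes. The legend of Fig. S5F sets genes below the count limit to 0, and these genes were left out of the bins here.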

We next performed an integrated analysis of the three sample groups. This analysis unveiled three conserved genes—*Usp9x*, *Zdhhc9*, and *Rbm41*—that exhibit upregulated expression following the deletion of repeat B (Fig. 4F and G). 

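*Usp9x* (ENSMUSG00000031010), a deubiquitinase gene on chromosome X from 12937737 to 13039567 of GRCm39, had 296 ± 19.6 CPM (SD, n = 3) in RepB-/- MEFs and 134 ± 9.52 (SD, n = 3) in WT MEFs. Its log2 fold change was 1.14 (standard error 0.078, adjusted p = 3.5e-07 from edgeR's quasi-likelihood test), which stayed between 1.10 and 1.20 with each library left out in turn. *Zdhhc9* (ENSMUSG00000036985, chromosome X from 47260846 to 47297755) had 172 ± 1.01 and 95.7 ± 13.4 CPM, a log2 fold change of 0.84 (standard error 0.090, adjusted p = 1.6e-05). *Rbm41* (ENSMUSG00000031433, chromosome X from 138790260 to 138899344) had 10.2 ± 0.715 and 5.49 ± 0.375, a log2 fold change of 0.89 (standard error 0.15, adjusted p = 4.9e-04). All 3 RepB-/- MEF libraries lay above all WT libraries for each gene (two-sided exact permutation test, p = 0.1, the smallest possible). In liver, the log2 fold change of *Usp9x* was 0.64 (standard error 0.38), from 93.8 ± 46.8 CPM in RepB-/- and 60.1 ± 13.9 in WT (SD, n = 3 each), and that of *Zdhhc9* was 0.89 (standard error 0.46) and of *Rbm41* 0.51 (standard error 0.45). The adjusted p was 1.00 for each, so none passed the threshold in liver, and the differences lay within the spread of the RepB-/- libraries. With each liver library left out in turn, the log2 fold change ranged from 0.16 to 0.86 for *Usp9x*, from 0.23 to 1.16 for *Zdhhc9* and from 0.13 to 0.69 for *Rbm41*. In each case the lowest value came without RepB-/- replicate 3, and the highest without RepB-/- replicate 2, the library with Y-linked counts. The paper states from brain, liver and MEFs that these genes are upregulated after the deletion of repeat B, and the brain libraries were not analysed here. For *Usp9x* in liver, it also reports higher mRNA (Fig. 4I) and stronger immunohistochemical staining (Fig. 5A). The liver simulation recovered none of the changed genes, so the lack of a call in liver does not speak against an increase.

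**Figure D6:**
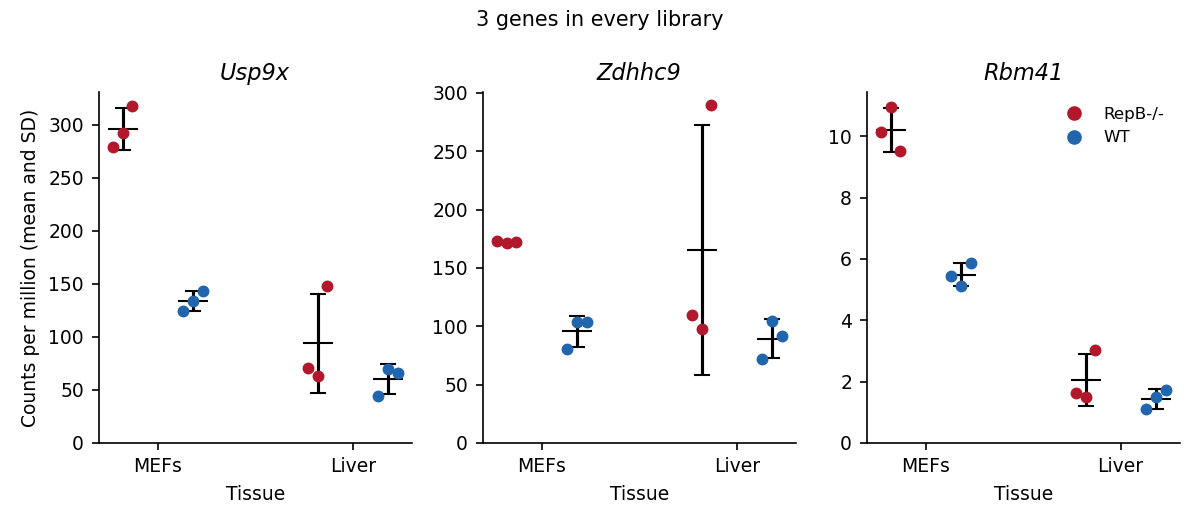
*Usp9x*, *Zdhhc9* and *Rbm41* in single libraries. Points give CPM (vertical axis) in 3 RepB-/- and 3 WT libraries of MEFs and of liver (horizontal axis), and bars give the mean and SD. In MEFs *Usp9x* has a mean of 296 in RepB-/- and 134 in WT, and in liver 93.8 and 60.1.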

Of particular interest, these genes were found to be part of cluster 1, where both H3K27me3 and H2AK119ub marks were completely absent at the loci (Fig. 4H). Considering *Usp9x*’s pivotal function in embryonic development, subsequent gene expression analyses verified its upregulation in multiple tissues from RepB^−/−^ mice, including heart, liver, spleen, kidney, and muscle (Fig. 4I). Protein level assessments further strengthened this finding, demonstrating elevated *Usp9x* protein levels in the tails of RepB^−/−^ mice (Fig. 4J). Immunohistochemical (IHC) analyses further verified *Usp9x* elevation in diverse tissues like heart, liver, spleen, kidney, and muscle (Fig. 5A, left panel). These results underscore the broad impact of repeat B deletion on *Usp9x* expression across various tissue types.

**Figure 5.**
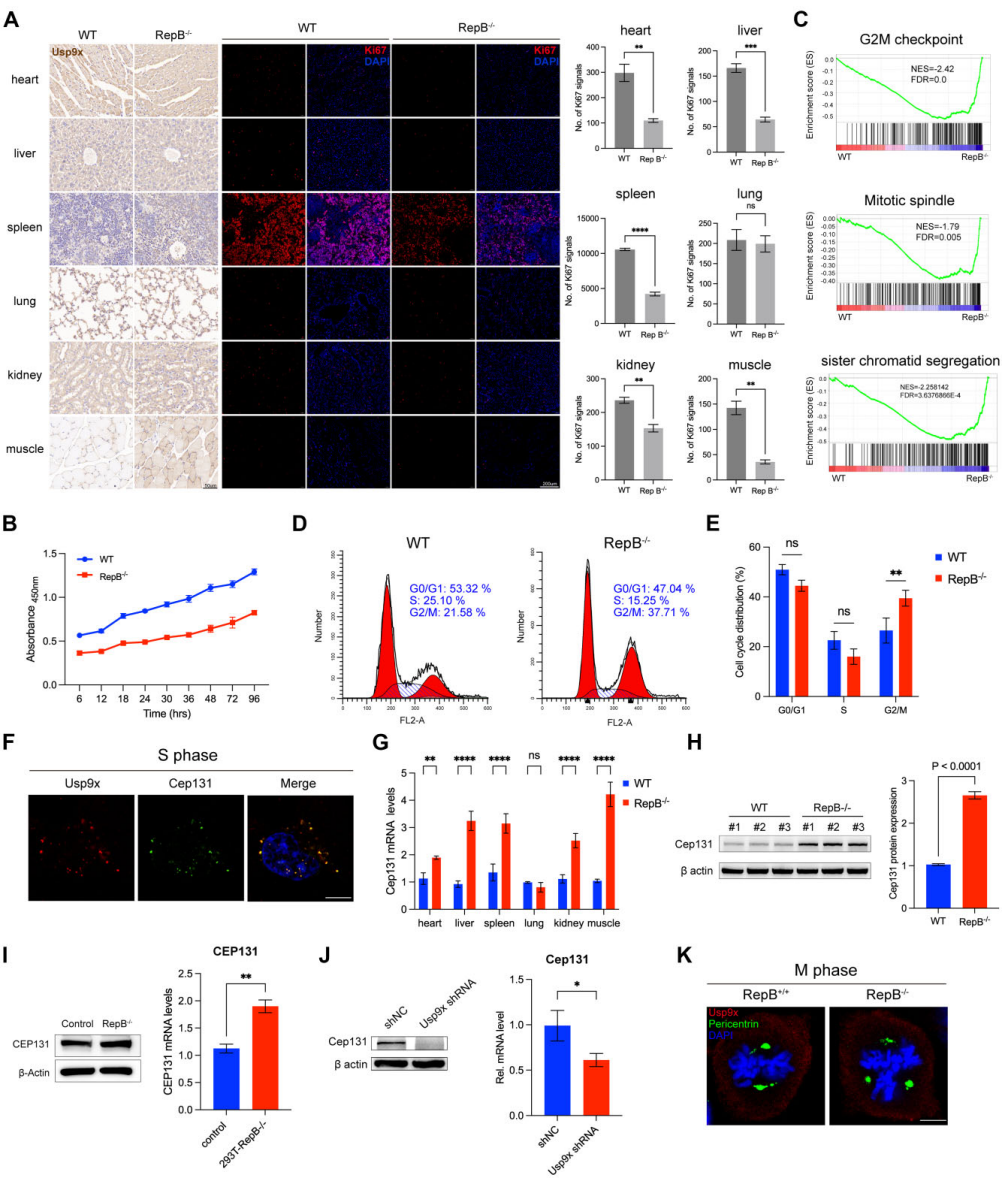
Reduced cell proliferation and mitotic disturbances occur in RepB^−/−^ mice. (**A**) The left panel presents IHC staining of *Usp9x* in various tissues from WT and RepB^−/−^ mice. Ki67 staining performed on various tissue sections is displayed in the middle panel. The quantification of Ki67 staining from the middle panel is presented in the right panel (*n* = 4). ns, not significant, **P < 0.01, ***P < 0.001, ****P < 0.0001. (**B**) Proliferation assessment using the CCK8 assay was conducted on MEFs from WT and RepB^−/−^ mice (*n* = 6). (**C**) Gene set enrichment analysis (GSEA) shows increased expression of cell cycle signature genes in RepB^−/−^ MEFs in comparison to WT MEFs. Normalized enrichment scores and false discovery rates (FDRs) are as indicated and FDR < 0.05 is defined as significant. (**D**) Cell cycle analysis by flow cytometry in MEFs from RepB^−/−^ and WT mice. (**E**) Quantitative analysis of cell cycle phases proportion. ns, not significant, **P < 0.01. (**F**) MEFs were synchronized by double-thymidine block and then released to S phase followed by immunostaining with antibodies against *Usp9x* and *Cep131*. Scale bar, 10 μm. (**G**) *Cep131* mRNA levels across various tissues in WT and RepB^−/−^ mice. ns, not significant, **P < 0.01, ****P < 0.0001. (**H**) *Cep131* protein expression levels in the tails of WT and RepB^−/−^ mice. (**I**) *Cep131* mRNA and protein expression levels in WT and RepB^−/−^ HEK293T cells. **P < 0.01. (**J**) *Cep131* mRNA and protein expression levels in WT and *Usp9x* RNA interference (RNAi) MEFs. *P < 0.05. (**K**) MEFs were synchronized by double-thymidine block and then released to M phase followed by immunostaining with antibodies against *Usp9x* and pericentrin. Scale bar, 10 μm.

### Deletion of *Xist* repeat B leads to a deceleration of the cell cycle

To elucidate why mice with *Xist* repeat B deletion exhibit reduced body weight and delayed development, we assessed the expression of Ki67, a widely recognized marker of cell proliferation [44, 45]. Immunofluorescence analysis demonstrated a significant decrease in Ki67 fluorescence signals in tissues of mice lacking *Xist* repeat B compared to WT mice, except for the lungs (Fig. 5A), indicating impaired cell proliferation in the affected tissues. To further validate these findings, we employed the Cell Counting Kit-8 (CCK-8) assay to quantitatively assess the proliferation of MEFs *in vitro*. Consistent with the *in vivo* results, MEFs lacking *Xist* repeat B exhibited a significantly reduced proliferation rate compared to WT cells (Fig. 5B). Additionally, GO and KEGG enrichment analyses revealed that differentially expressed genes were predominantly associated with systemic development (Supplementary Fig S6A and B). Furthermore, GSEA analysis identified the enrichment of numerous differentially expressed genes in pathways related to the cell cycle (Fig. 5C and Supplementary Fig. S6C), further supporting the hypothesis that *Xist* repeat B deletion disrupts cell proliferation through modulation of cell cycle-associated pathways.

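The gene sets behind the paper's GSEA were not used here, and cell cycle genes were taken from the S phase and G2/M lists of Seurat, a single-cell analysis package, in mouse spelling. In RepB-/- MEFs, the 42 tested S phase genes had a median log2 fold change 0.61 above that of the other tested genes (camera, two-sided, adjusted p = 7.4e-13 over the 6 lists tested in MEFs). Of these, 41 lay above 0 and 33 passed an adjusted p under 0.05, or 34 when adjusted over the list alone. The 54 G2/M genes lay 0.30 above the other genes (camera, adjusted p = 8.4e-07), with 44 above 0, 27 significantly higher and 1 lower, or 30 higher when adjusted over the list alone. Under fry, p was 3.0e-05 for S phase and 0.00151 for G2/M. The alternative that moved both shifts most kept every gene with a count, and they were then 0.76 and 0.47. In both lists, the RepB-/- libraries lay above all WT libraries. The paper proposes that the deletion of repeat B disrupts cell proliferation through cell cycle pathways. It names lower Ki67 in tissues, slower growth of RepB-/- MEFs in the CCK-8 assay and the enrichment of cell cycle gene sets. It also reports a larger share of these MEFs in G2/M. The higher RNA of both lists therefore did not go with faster growth in the paper's assay.

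**Figure D7:**
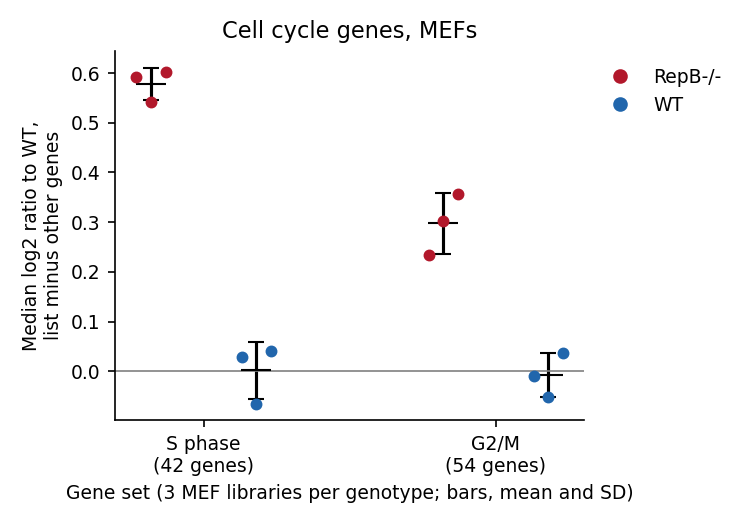
Cell cycle genes in single MEF libraries. Points give the median log2 ratio to the WT mean of the S phase and G2/M lists (horizontal axis) minus that of the other tested genes (vertical axis) for 3 RepB-/- and 3 WT libraries, and bars give the mean and SD. The RepB-/- libraries lie between 0.54 and 0.60 for S phase and between 0.23 and 0.36 for G2/M.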

Therefore, we examined the cell cycle and found that MEFs lacking *Xist* repeat B exhibited an increase in the G2/M phase compared to WT cells (Fig. 5D and E), indicating hindered cell progression in the G2/M phase. Previous *Usp9x* pull-down results showed interaction between *Usp9x* and *Cep131*, a protein involved in centrosome duplication during mitosis [46]. Thus, we synchronized the cell cycle using double thymidine block to detect the interaction between *Usp9x* and *Cep131*. Two hours after thymidine release, immunofluorescence revealed colocalization of *Usp9x* and *Cep131* fluorescence signals (Fig. 5F). Additionally, widespread upregulation of *Cep131* expression was observed in various tissues of mice except for the lungs (Fig. 5G), as confirmed by western blot results (Fig. 5H). Moreover, both RNA and protein levels of *Cep131* were elevated in HEK293T cells lacking *Xist* repeat B (Fig. 5I). Knockdown of *Usp9x* expression in primary MEF cells from mice lacking *Xist* repeat B resulted in decreased levels of both RNA and protein of *Cep131* (Fig. 5J), and mitotic abnormalities were observed (Supplementary Fig. S7A). Additionally, multipolar centrosomes were observed during the metaphase of mitosis in cells from mice lacking *Xist* repeat B (Fig. 5K), which may be one of the key factors contributing to delayed development in RepB^−/−^ mice.

### Deletion of *Xist* repeat B in mice results in altered orientation of ACD

*Usp9x* pull-down results revealed an interaction between *Usp9x* protein and *Gpsm1* (*AGS3*) protein [47]. *Gpsm1* (*AGS3*) is the homologous family protein as *Gpsm2* (*LGN*), which is required for establishing apical polarity during ACD [48–51]. To investigate whether the upregulation of *Usp9x* affects ACD, we examined the skin of mice at E15.5–E17.5 (Basal: K14; supra-basal: K1), a critical period for ACD. The results showed no significant differences between male and female mice lacking *Xist* repeat B compared to WT mice at the initiation stage of ACD (E15.5) (Fig. 6A). However, at the later stage of ACD (E17.5), female mice lacking *Xist* repeat B exhibited a decrease in spinous thickness (decrease in suprabasal cells) compared to WT mice, while male mice showed no significant differences (Fig. 6A). Additionally, IHC results showed significantly higher expression of *Usp9x* in female mice lacking *Xist* repeat B. Furthermore, we detected elevated expression of *Gpsm1* (*AGS3*) in various organs and tissues of mice lacking *Xist* repeat B, except for the lungs and kidneys (Fig. 6B), with WB results also indicating increased expression of *Gpsm1 (AGS3*) (Fig. 6C). In HEK293T cells lacking *Xist* repeat B, mRNA expression of both *Usp9x* and *GPSM1* (*AGS3*) was significantly upregulated (Fig. 6D), and protein expression levels were also elevated (Fig. 6E). Moreover, after knockdown of *Usp9x* expression using shRNA in MEF cells, mRNA and protein expression levels of *Gpsm1* (*AGS3*) were significantly reduced (Fig. 6F–I). Thus, our data demonstrate both *in vivo* and *in vitro* that in female mice, the repeat B of *Xist* is highly correlated with the expression of *Usp9x* and *Gpsm1*.

**Figure 6.**
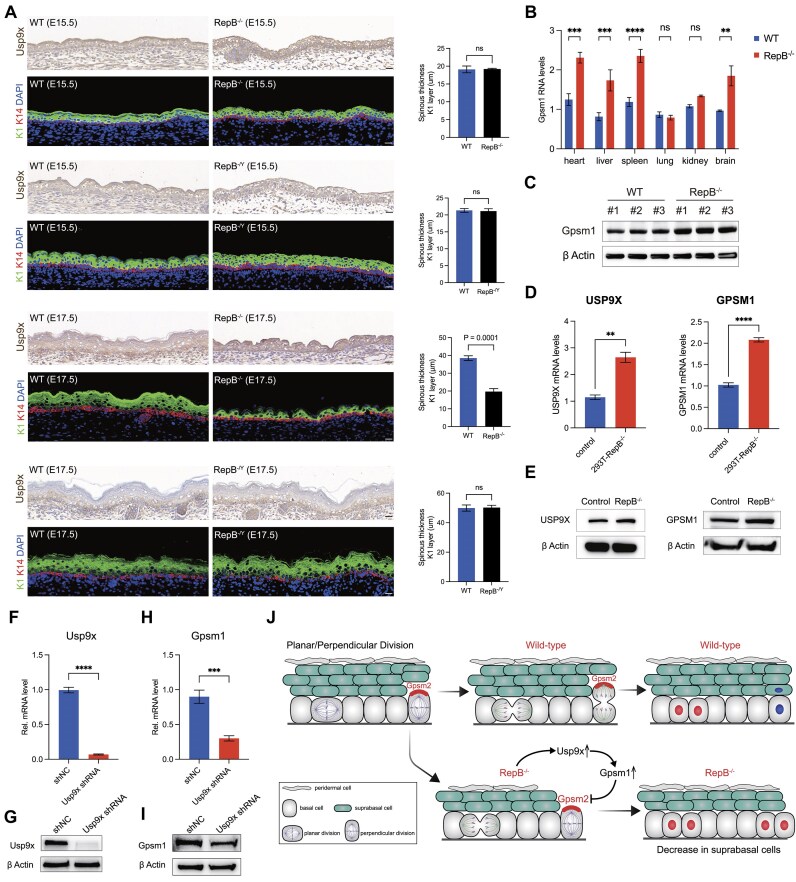
The orientation of ACD is altered in RepB^−/−^ mice. (**A**) IHC staining for *Usp9x* and immunofluorescent imaging of spinous layer thickness (K1, green) in RepB knockout mice of both sexes at E15.5 and E17.5 compared to WT controls (left panel). Quantification of spinous layer thickness (K1, green) of the left panel (*n* = 4, right panel). (**B**) *Gpsm1* mRNA levels across various tissues in WT and RepB^−/−^ mice. ns, not significant, **P < 0.01, ***P < 0.001, ****P < 0.0001. (**C**) *Gpsm1* protein expression levels in the tails of WT and RepB^−/−^ mice. (**D**) *Usp9x* and *Gpsm1* mRNA levels in WT and RepB^−/−^ HEK293T cells. **P < 0.01, ****P < 0.0001. (**E**) *Usp9x* and *Gpsm1* protein expression levels in WT and repeat B knockout HEK293T cells. (**F**) *Usp9x* mRNA levels in WT and *Usp9x* RNAi MEFs. ****P < 0.0001. (**G**) *Usp9x* protein expression levels in WT and *Usp9x* RNAi MEFs. (**H**) *Gpsm1* mRNA levels in WT and *Usp9x* RNAi MEFs. ***P < 0.001. (**I**) *Gpsm1* protein expression levels in WT and *Usp9x* RNAi MEFs. (**J**) Graphical representation of two-step process for oriented cell divisions. Basal progenitors are capable of undergoing either self-renewing planar symmetric divisions (red cell) or differentiative perpendicular asymmetric divisions (blue cell). Polarized apical *Gpsm2* facilitates the formation of apical spindles during metaphase and promotes their perpendicular reorientation during telophase (upper panel). Phenotypes resulting from *Usp9x* and/or *Gpsm1* overexpression in RepB^−/−^ mice (lower panel).

Therefore, in normal ACD, ACD of basal cells requires *Gpsm2* (*LGN*) to establish apical polarity, resulting in the division of one basal cell and one suprabasal cell. In mice lacking *Xist* repeat B, upregulation of *Usp9x* leads to increased expression of *Gpsm1* (AGS3), which antagonizes *Gpsm2* (*LGN*). *Gpsm1* (*AGS3*) antagonizes *Gpsm2* (*LGN*) in the cortex throughout mitosis, inhibiting perpendicular division, thereby altering the orientation of ACD, resulting in a reduction of suprabasal cells and a decrease in spinous thickness (Fig. 6J). Additionally, we also examined the skin of adult mice, revealing irregular arrangement of spinous layer cells, whereas the spinous layer in WT mouse skin showed a compact and regular arrangement (Supplementary Fig. S7B), indicating altered skin development progression in mice lacking *Xist* repeat B.

## Discussion

The role of *Xist* RNA in orchestrating X-chromosome inactivation (XCI) is well-established, with its distinct domains playing pivotal roles in recruiting chromatin modifiers. In this study, we generated mice lacking *Xist* repeat B, a domain critical for the recruitment of Polycomb group proteins. Interestingly, female mice deficient in repeat B were viable but exhibited a lifelong dwarfism phenotype, contrasting with WT mice. Our data reveal that the deletion of repeat B results in a loss of H3K27me3 and a dramatic reduction of H2AK119ub repressive histone modifications across the X chromosome, highlighting the critical role of *Xist* repeat B in XCI. We then analyzed gene expression changes by binning fold change values in increments of 0.2. A substantial right shift in X-gene expression was also evident. 

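Of 915 protein-coding X-linked genes listed in the MEF counts, 84 (9.18%, 95% Wilson interval 7.48% to 11.2%) were expressed and at least 1.5-fold higher in RepB-/- MEFs, and 20 (2.19%) were at least 1.5-fold lower. Among 20623 autosomal genes, 3.62% were higher and 5.26% lower, and the odds ratio for higher expression of X-linked genes was 2.69 (two-sided Fisher's exact test across genes, p = 2.1e-13). In liver, 66 of 948 X-linked genes (6.96%, interval 5.51% to 8.76%) were at least 1.5-fold higher and 9 (0.949%) were lower. The autosomal shares in liver were 5.14% and 2.89%, and the odds ratio was 1.38 (Fisher's exact test, p = 0.0167). No test of single genes enters these shares, and genes below the count limit stayed in the denominators. Without the library labelled RepB-/- replicate 2, which held Y-linked counts, the liver share was 12.8%, and without the library of WT replicate 1 it was 11.9%.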

9.7% (MEFs 91/932), 7.8% (brain 73/932), and 6.6% (liver 62/932) of expressed X-linked genes were up-regulated by ≥1.5-fold. ChIP-seq analysis results showed that reactivation appeared to be context-dependent, with specific loci, such as *Usp9x*, identified as reactivated and potentially contributing to the observed phenotype in repeat B-deficient mice.

It has been reported that repeat B facilitates stable XCI by recruiting the PRC complex [5, 23, 43]. Consistent with these findings, we observed a significant loss of H3K27me3 and H2AK119ub marks on the X chromosome in MEFs derived from repeat B-deficient mice. However, this loss did not result in increased chromatin accessibility, indicating that repeat B deletion does not fundamentally alter the highly compact state of the inactive X chromosome within MEFs nuclei. Previous reports suggested that deletion of repeat B in mESCs results in partial dispersion of *Xist* RNA clouds [4]. In contrast, we did not observe significant changes in *Xist* RNA cloud integrity in primary cells derived from repeat B-deficient mice, suggesting that *Xist* dispersion may depend on chromatin structure or differentiation status. In MEFs, which have a stabilized chromatin state during differentiation, *Xist* RNA dispersion may be less evident compared to the higher chromatin plasticity observed in undifferentiated cells such as mESCs.

Our *in vivo* findings demonstrate that the deletion of *Xist* repeat B results in selective derepression of specific chromatin regions on the inactive X chromosome. These gene clusters rely on *Xist*-mediated Polycomb recruitment for silencing, while others are silenced via Polycomb-independent mechanisms. This suggests that XCI involves multiple parallel silencing pathways, with *Xist* acting through distinct mechanisms to regulate different gene clusters. These insights underscore the regional specificity of X-chromosome imprinting mechanisms [52] and enhance our understanding of the intricate regulatory processes governing XCI during embryonic development.

Polycomb repressive complexes (PRC1 and PRC2) are pivotal in mammalian development and XCI, playing distinct yet complementary roles in epigenetic regulation [53–56]. Our study demonstrates that the impact of repeat B deletion on PRC2 recruitment is more pronounced than on PRC1. Previous reports suggest that PRC1 and PRC2 are independently recruited to Xi [56, 57]. Although we observed a reduction in both H3K27me3 and H2AK119ub upon repeat B deletion, the more drastic reduction in H3K27me3 suggests that PRC2 recruitment may be more dependent on repeat B than PRC1. These findings highlight the complex relationship between the two marks and their recruitment mechanisms. Furthermore, our results highlight the role of CGIs as epigenetic ‘stability islands’ that independently recruit Polycomb complexes. Repeat B-deficient mice exhibit retained H3K27me3 and H2AK119ub marks at certain CGIs, consistent with their ability to serve as Polycomb recruitment hubs [58, 59]. These CGIs may serve as backup mechanisms to ensure stable silencing of key loci in the absence of repeat B. They likely represent primary *Xist* target regions that are sufficient for maintaining localized silencing, while the broader dispersal of epigenetic suppression across the chromosome relies on PRC-mediated mechanisms. This redundancy highlights the complexity of epigenetic regulation on Xi, involving both Polycomb-dependent and independent pathways [52]. Taken together, these results suggest that XCI relies on both Polycomb-dependent and independent pathways, with CGIs and *Xist*-mediated mechanisms providing complementary strategies to establish and stabilize gene silencing across the Xi. This intricate network of epigenetic regulation ensures robust and redundant repression, highlighting the adaptive complexity of XCI across different developmental contexts.

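In MEFs, 5202 of the 13306 genes tested were differentially expressed between RepB-/- and WT at an adjusted p under 0.05, 2581 of them higher in RepB-/- and 2621 lower, and 6347 had an unadjusted p under 0.05. The alternative that moved this count most left out the library of RepB-/- replicate 2 and gave 3956. In liver, 6 of 16080 genes passed, 1 higher and 5 lower, and 502 had an unadjusted p under 0.05. Among genes changed without overlap between the libraries of the genotypes, those that rose most in MEFs were *Apba2* (log2 fold change 4.11), *Rpl26* (3.90) and *Sfrp2* (3.63). *Rpl26* encodes a ribosomal protein whose reads can be shared with pseudogenes, and its value is uncertain. Those that fell most were *Duxf3*, *Adra2b* and *Pramel19*, which had at most 1 count in any RepB-/- MEF library and were at least 18.4-fold, 9.32-fold and 30.0-fold lower. They belong to 745 genes with at most 3 counts in RepB-/- and 10 or more in WT, against 32 the reverse. The cause of that imbalance stays open, and less poly(A) selection in the WT libraries is a candidate, so these falls are uncertain as effects of genotype. In liver, AC124744.2 rose by 4.63 on the log2 scale, and *Tgtp1* fell by 4.21, *Rpl3-ps2* fell by 3.77, *Rpl3-ps1* fell by 3.60, *Gm5586* fell by 3.41 and *Gm8730* fell by 2.82, with adjusted p-values of 0.0450 or 0.0495. *Gm5586* and *Gm8730* fall outside the rule for named genes and were chosen after their values were seen. All of the 6 except *Tgtp1* are processed pseudogenes, whose reads can be shared with near-identical copies, so these changes are uncertain. Among the 11978 genes tested in both tissues, 4581 passed in MEFs and 0 in liver, so 0 passed in both. With 0 passing in liver, no overlap was possible, and the liver simulation recovered none of the changed genes. The empty overlap therefore does not bear on whether changes are tissue-specific. DESeq2 called 80 genes in liver, and 13 genes in both tissues (two-sided Fisher's exact test of the overlap, p = 0.449). From RNA-seq of MEFs, liver and brain, the paper states that most differentially expressed genes were tissue-specific.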

RNA-seq analysis of MEF, liver, and brain tissues revealed that most differentially expressed genes exhibited tissue-specific expression. Notably, *Usp9x*, *Zdhhc9*, and *Rbm41* were consistently upregulated across tissues, suggesting a potential role in tissue development mediated by *Xist* repeat B. Among these, *Usp9x* garnered particular attention due to its approximately one-fold dosage increase in female mice, consistent with recent reports [20]. 

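A difference between tissues was tested in a fit of all 12 libraries over the 11978 genes tested in both. The shift of 374 X-linked genes was 0.12 larger in MEFs than in liver (camera on the interaction, two-sided, n = 374 genes, p = 0.0269, fry p = 0.460). Without the liver library labelled RepB-/- replicate 2, the difference was -0.033 (camera, n = 374 genes, p = 0.748). For single genes, the log2 fold change was larger in MEFs by 0.48 for *Usp9x* (adjusted p = 0.674 from edgeR's interaction test) and by 0.36 for *Rbm41* (adjusted p = 0.777), and for *Zdhhc9* the difference was -0.075 (adjusted p = 0.973).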

Elevated *Usp9x* expression correlated with mitotic disturbances and altered asymmetric division of basal keratinocytes in female mice. Given the association of *Usp9x* overactivation with tumorigenesis and neurodegenerative diseases [46, 60, 61], we hypothesize that disruption of *Xist*-mediated XCI may increase female susceptibility to certain diseases. In addition, we compared the gene expression changes observed in our model to those seen in a global *Xist* deletion model during the maintenance phase of X-inactivation, induced in the developing mouse brain using Nestin-Cre driver [62]. Notably, we found that the upregulation of X-linked genes in the repeat B deletion model was more pronounced than in the global *Xist* deletion model (Supplementary Fig. S8A). We hypothesize that this difference arises from the distinct knockout strategies employed in our study compared to previous reports. In our study, we generated a full-body knockout of *Xist* repeat B, whereas prior studies utilized a conditional knockout approach based on the Cre-loxP system. First, conditional knockout methods may not achieve complete deletion in all cells, leaving residual *Xist* expression in some cells, which could mitigate the extent of X-linked gene changes. Second, the conditional knockout was performed after XCI had already been established, whereas our approach deleted repeat B before the initiation of XCI, likely resulting in a more profound impact on the establishment and maintenance of X-inactivation.

The partial reactivation of X-linked genes observed in repeat B-deficient mice underscores the sensitivity of some loci to *Xist*-mediated silencing. Despite these changes, repeat B-deficient mice remained viable and displayed no overt phenotypic abnormalities beyond reduced body size. We propose that *Usp9x* reactivation, leading to cell cycle perturbations and altered cell division, is a key contributor to the dwarf phenotype observed in these mice. Additionally, spindle or centromere dysfunction, linked to chromosomal segregation errors, may elevate tumorigenesis risk, particularly in a sex-specific manner [63–66]. The developmental consequences of other reactivated genes remain to be elucidated and warrant further investigation.

In conclusion, our study demonstrates that deletion of *Xist* repeat B results in widespread loss of H3K27me3 and H2AK119ub modifications and transcriptional reactivation of X-linked genes on Xi, highlighting the critical role of repeat B in maintaining Xi heterochromatin. Given the established links between sex differences and disease susceptibility [18, 20, 21, 67], identifying X-linked genes affected by histone modification changes in repeat B-deficient mice may provide valuable insights for understanding and treating XCI-associated diseases.

## Supplementary Material

gkaf142_Supplemental_Files

## Data Availability

All sequence data can be accessed at the NCBI Gene Expression Omnibus (GEO) using the accession number (GSE278325; GSE278344).

# Supplementary material for: Deletion of Xist repeat B disrupts cell cycle and asymmetric cell division through Usp9x hyperactivation in mice
**Source:** Nucleic Acids Res. 2025 Mar 5;53(5):gkaf142. doi: 10.1093/nar/gkaf142
**Supplement:** gkaf142_Supplemental_Files

## Supplementary material

### **Deletion of *Xist* repeat B disrupts cell cycle and asymmetric cell division through *Usp9x* hyperactivation in mice**

Mingming Liang<sup>1,2,†</sup>, Lichao Zhang<sup>3,†</sup>, Heng Gong<sup>3</sup>, Li Yang<sup>3</sup>, Haijun Wang<sup>5</sup>, Na Song<sup>5</sup>, Liangxue Lai<sup>2,3\*</sup>, Wanhua Xie<sup>4\*</sup> and Zhanjun Li<sup>1\*</sup>

<sup>†</sup>The first two authors should be regarded as Joint First Authors.

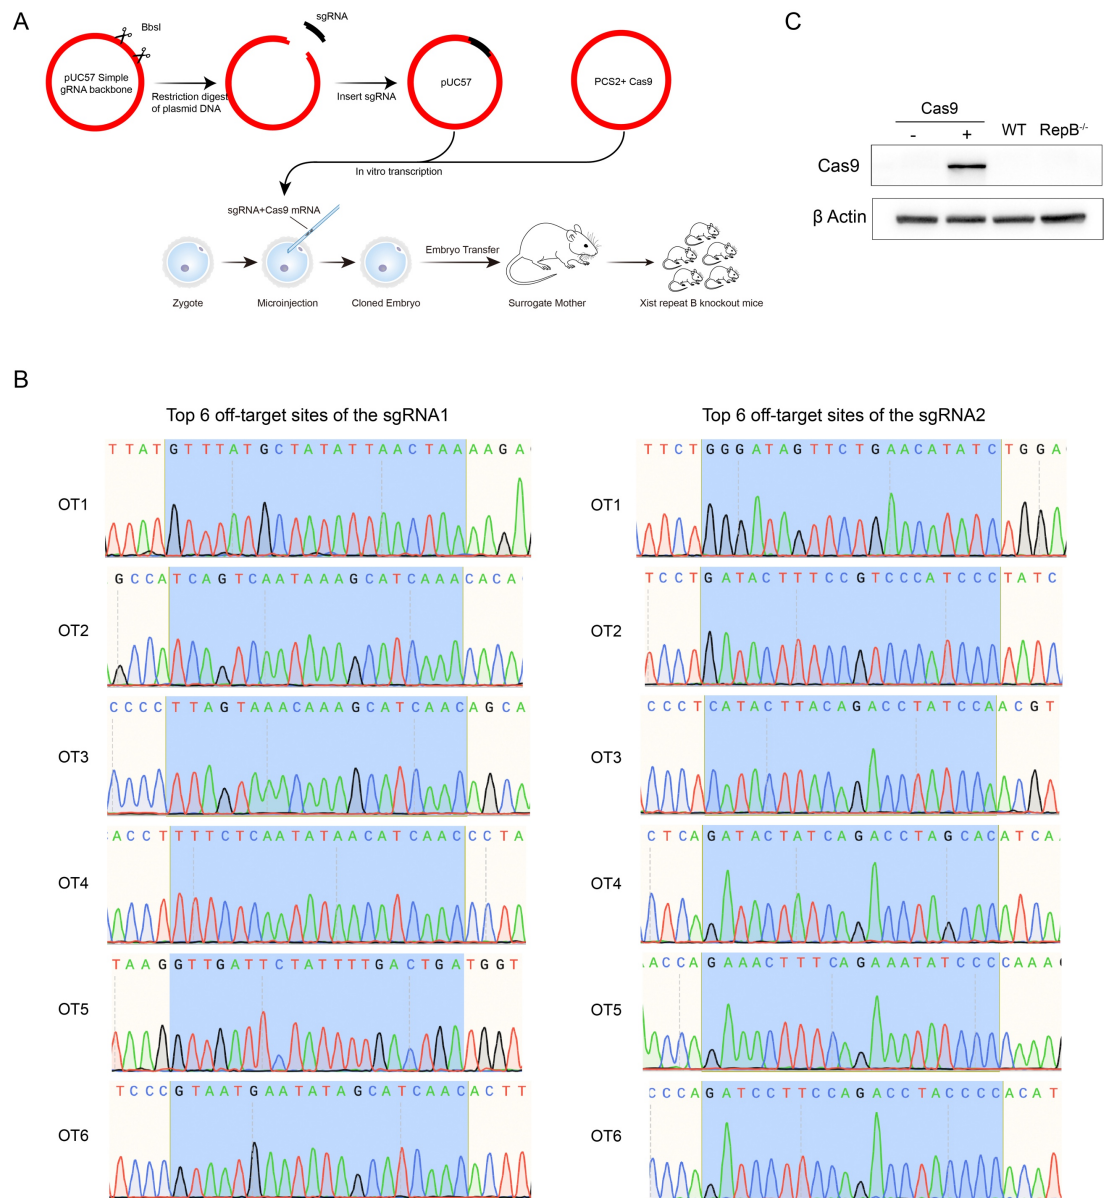

Figure S1. Generation and off-target analysis of the *Xist* repeat B knockout mice.

(A) Schematic of gene editing mouse model generation through microinjection technique.

(B) Off-target sites detection in repeat B knockout mice.

(C) Western blot analysis of Cas9 expression in repeat B knockout mice.

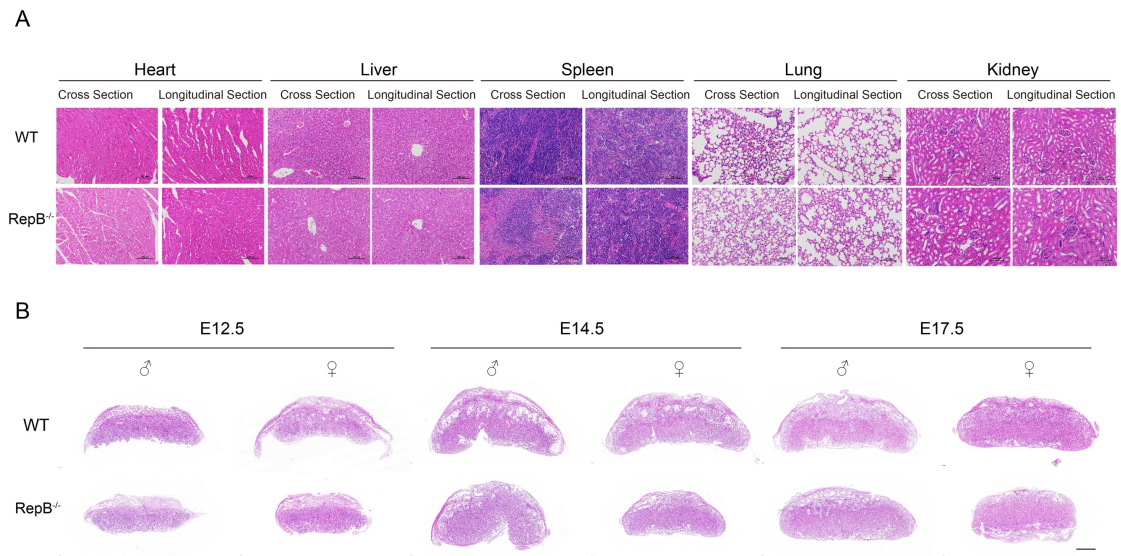

Figure S2. Representative images of H&E staining from WT and RepB<sup>-/-</sup> mice.

(A) H&E staining of organ sections from mice with indicated genotypes. Scale bar, 100μm.

(B) H&E staining of E12.5, E14.5 and E17.5 placental cross-sections with indicated genotypes. Scale bar, 1mm.

A

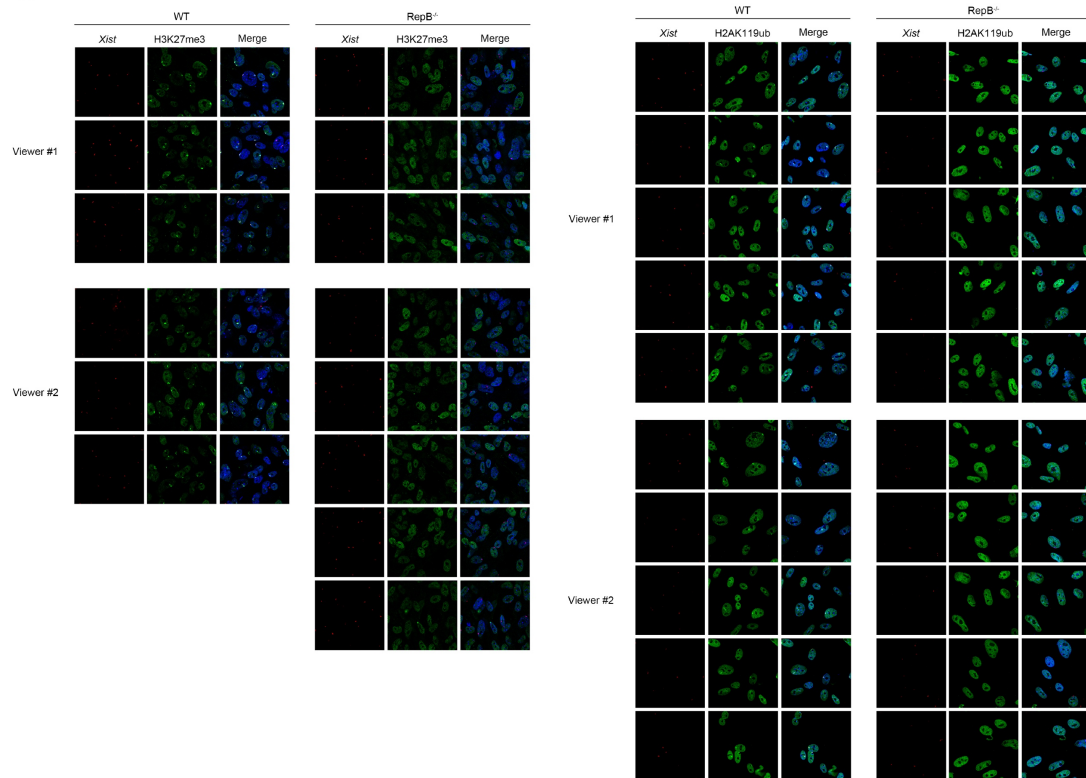

Figure S3. H3K27me3/H2AK119ub IF and *Xist* RNA FISH in RepB<sup>-/-</sup> and WT MEF cells.

(A) Immunofluorescence analysis of H3K27me3 and H2AK119ub deposition on *Xist* signals using a blinded approach.

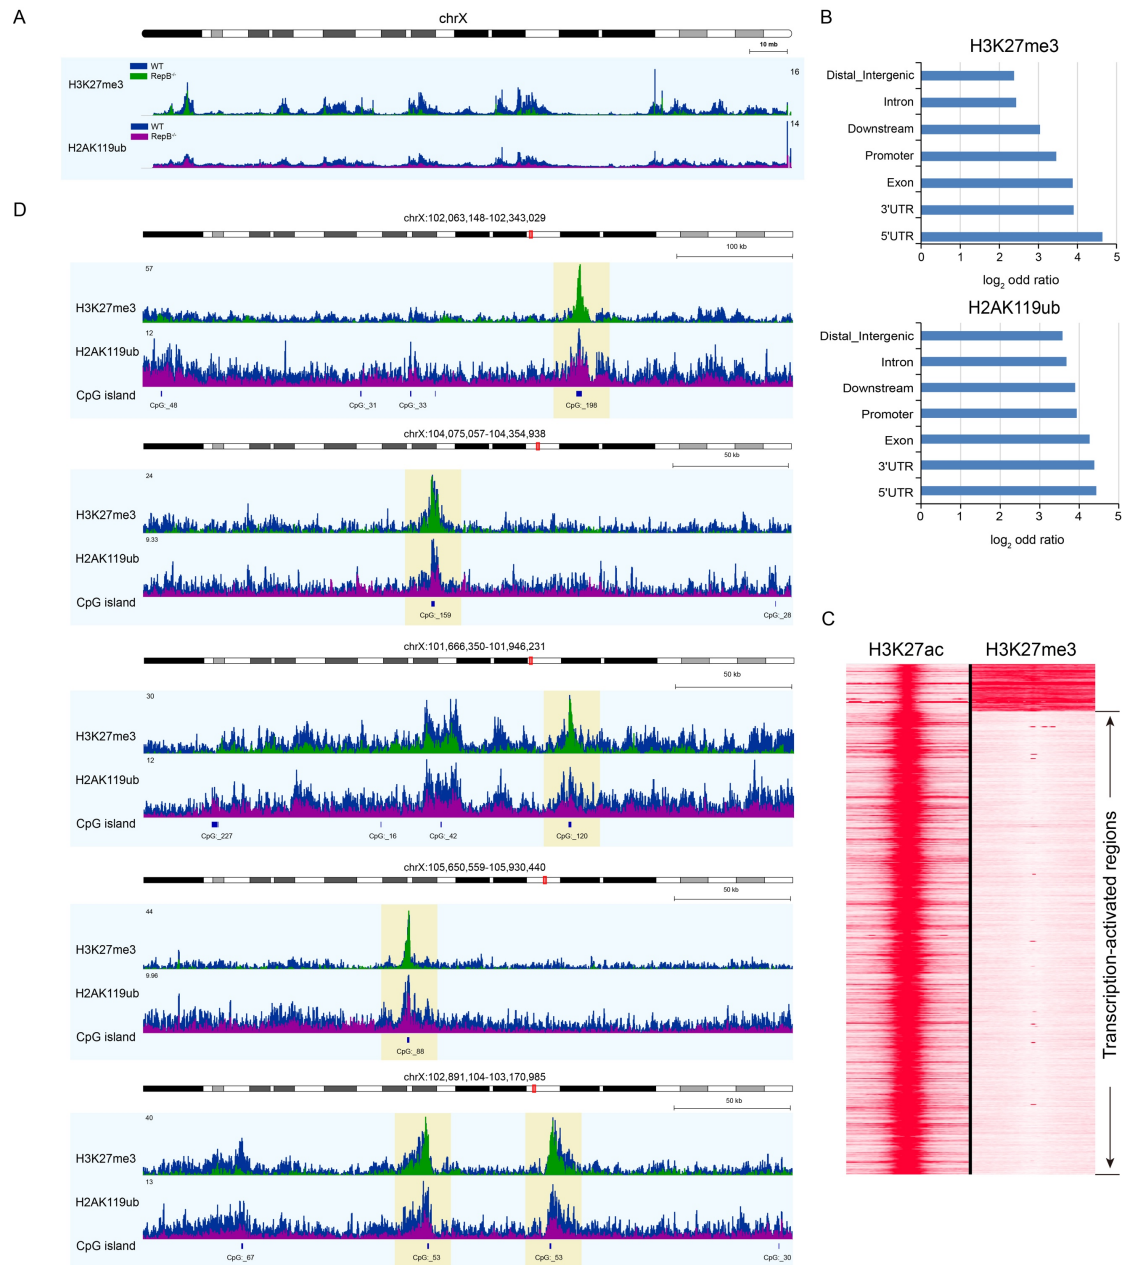

Figure S4. Genome browser tracks showing H3K27me3 (green) and H2AK119ub (purple) accumulation at X chromosome in RepB<sup>-/-</sup> mice.

(A) Zoom in H3K27me3 (green) and H2AK119ub (purple) accumulation across the chrX regions.

(B) Distribution of down-regulated H3K27me3 and H2AK119ub modifications across intragenic regions in RepB<sup>-/-</sup> mice.

(C) Screening genome-wide transcription-activated regions for calculating H3K27me3 and H2AK119ub enrichment at transcription-activated regions.

(D) Genome browser view of H3K27me3 and H2AK119ub enrichment at CpG islands in RepB<sup>-/-</sup> mice.

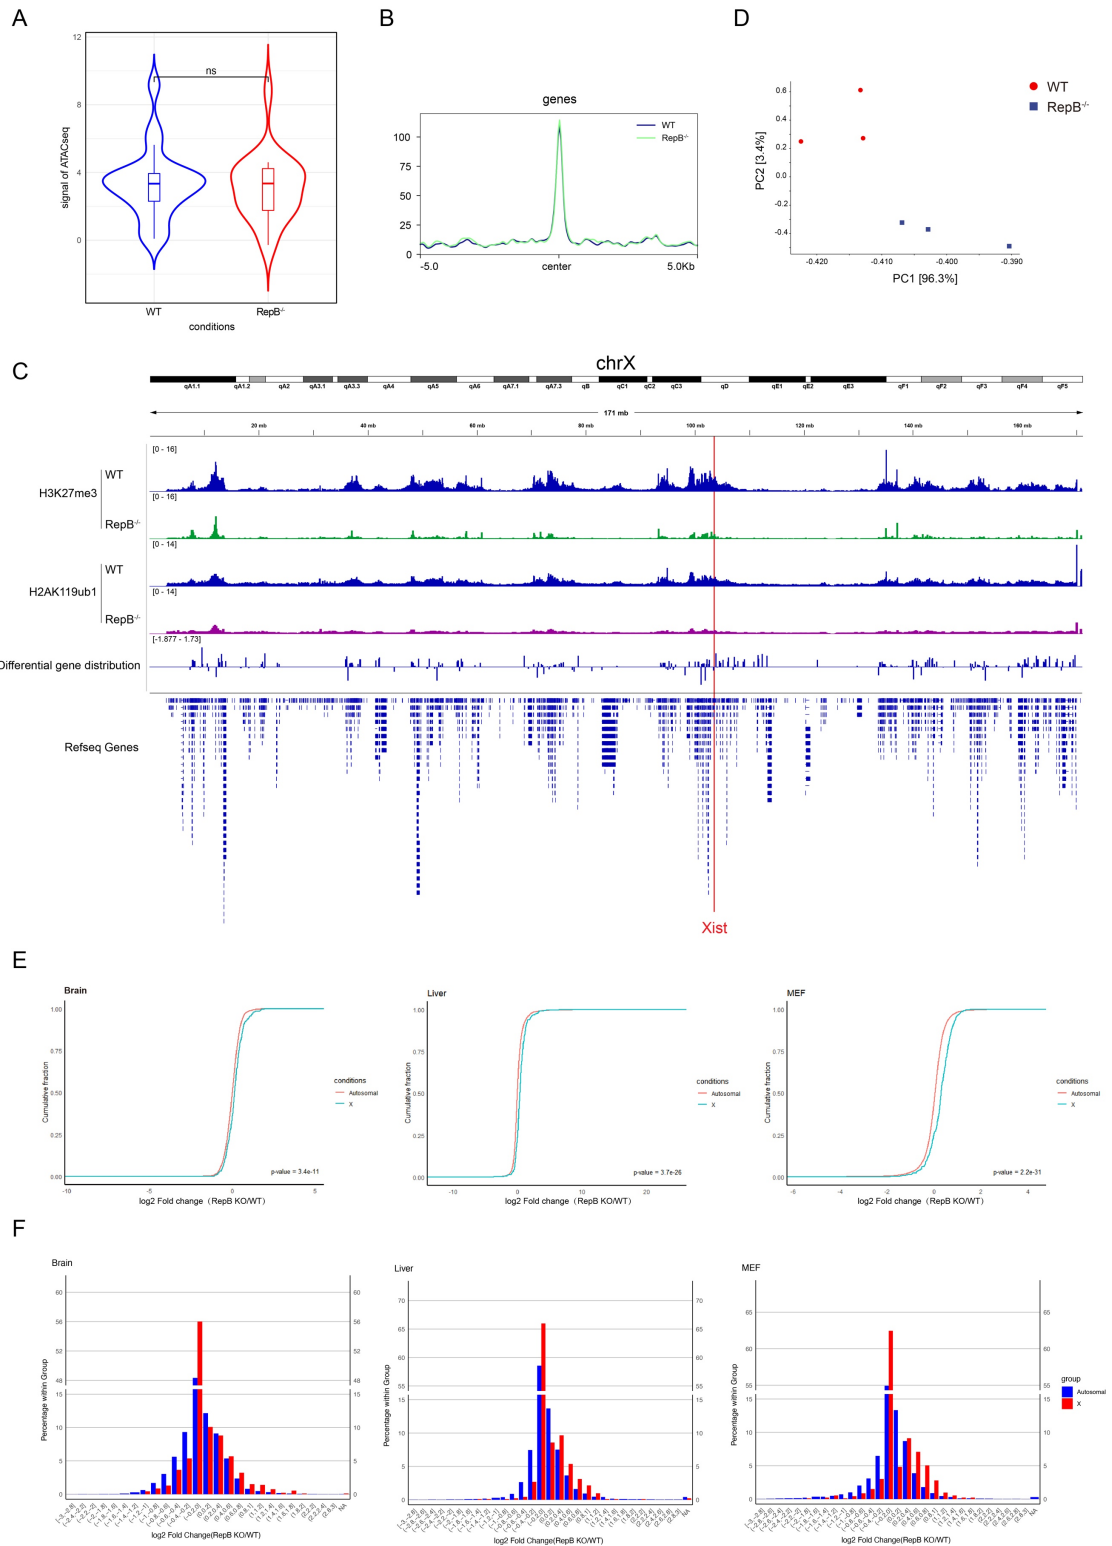

Figure S5. ATAC-seq and differential gene expression analysis on the X chromosome in RepB<sup>-/-</sup> mice.

(A) Violin plot combined with boxplot showing X chromosome accessibility in RepB<sup>-/-</sup> mice compared to WT mice. ns, not significant.

(B) Metaplot describing the abundance around summits of ATAC-seq that overlap with genes.

(C) Differential gene distribution of RNA seq on X chromosome in RepB<sup>-/-</sup> mice compared to WT mice.

(D) Principal component analysis (PCA) plot of RNA seq in MEFs.

(E) Cumulative distribution plots for fold changes in X-linked (green) and autosomal (red) genes in brain, liver and MEF cells.

(F) Distribution of X-linked (red) versus autosomal (black) fold changes in RepB<sup>-/-</sup> cells relative to control cells. Fold changes are binned in steps of 0.2 (i.e., label of 0.2 on the X-axis includes all genes with fold changes between 0.0 and 0.2). The total protein-coding genes were considered; however, genes with average normalized counts less than 40 in both the wildtype and repeat B deleted groups were regarded as not expressed, with the log2 fold change set to zero.

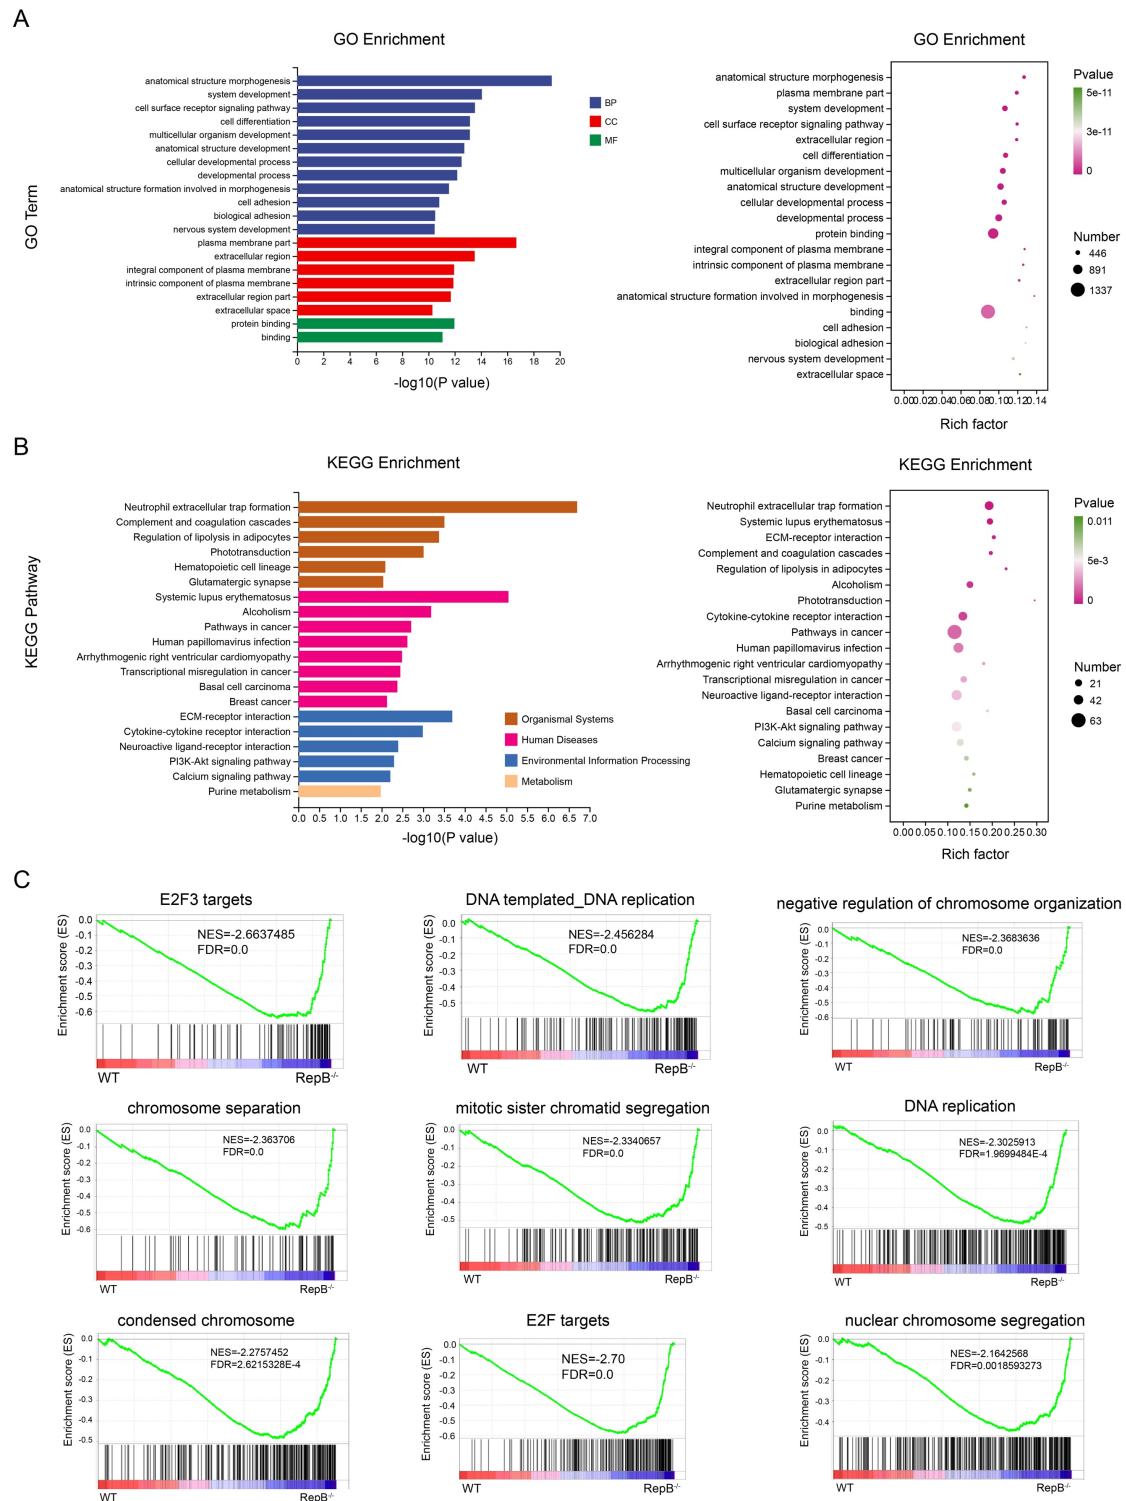

Figure S6. Gene Ontology (GO) and Gene set enrichment analysis (GSEA) of the differentially expressed genes (DEGs) in RepB<sup>-/-</sup> mice.

(A) GO functional analysis of DEGs.

(B) KEGG pathway analysis of DEGs.

(C) GSEA analysis of cell cycle-related.

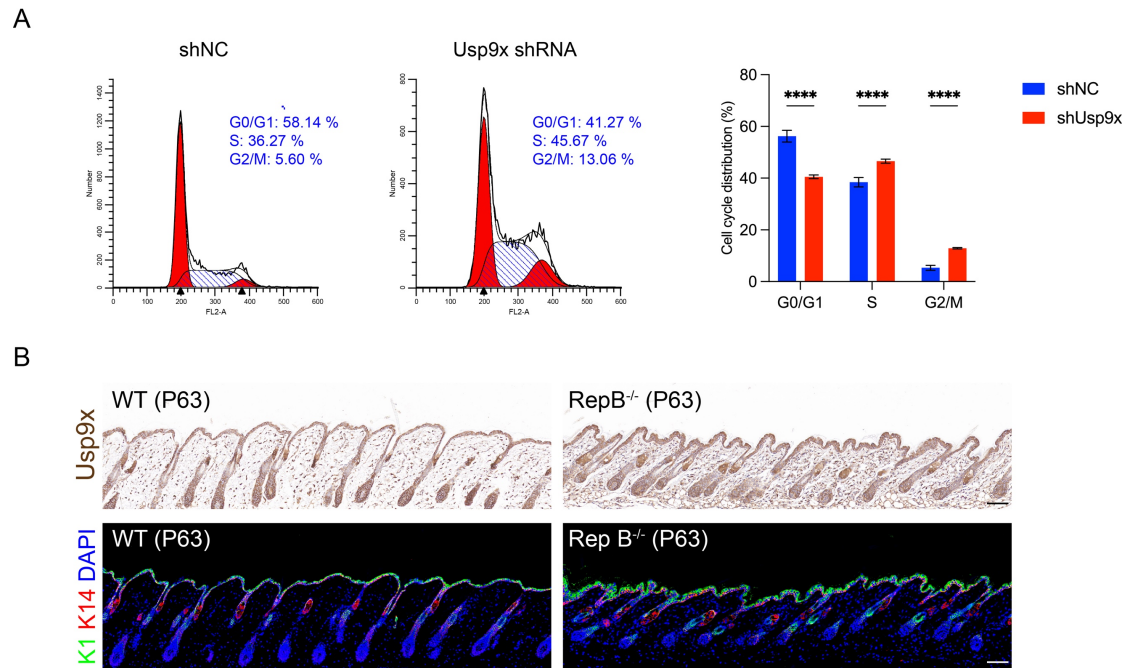

Figure S7. Cell cycle analysis and immunofluorescent imaging.

(A) Cell cycle analysis by flow cytometry in control and *Usp9x* RNA interference (RNAi) MEFs. \*\*\*\*P < 0.0001.

(B) Immunohistochemical (IHC) staining for *Usp9x* and immunofluorescent imaging of spinous layer thickness (K1, green) in RepB<sup>-/-</sup> mice at P63 compared to WT controls.

A

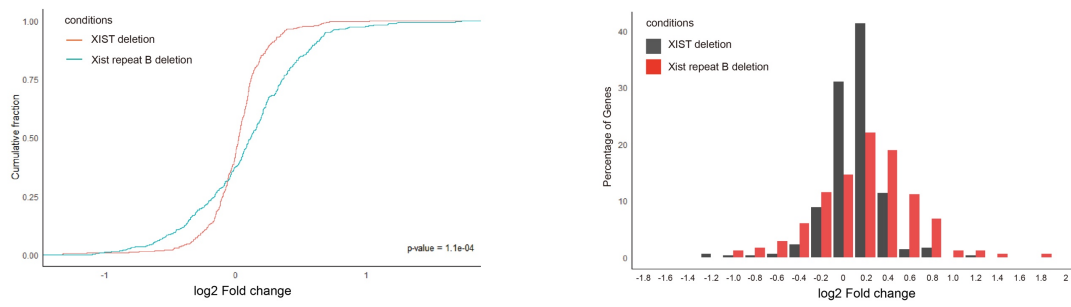

Figure S8. Comparative analysis of X-linked gene expression in the brains of RepB<sup>-/-</sup> mice and a global *Xist* deletion model using Nestin-Cre.

(A) Cumulative distribution plots for fold changes in X-linked genes (left panel). Fold changes are binned in steps of 0.2 (right panel).

How the deposited data were processed for this re-analysis (not part of the article)

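RNA-seq counts of 12 libraries were analysed, 3 RepB-/- and 3 WT libraries of primary MEFs and 3 RepB-/- and 3 WT libraries of liver. Genotypes and replicate numbers were taken from the library labels, where the letter B was read as RepB-/- and the letter W as WT. The 4 Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were counted in every library as a check of sex. The brain libraries, the ChIP-seq and the ATAC-seq were not analysed here.

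The authors trimmed reads with Cutadapt and aligned them with Hisat2. The paper's text does not name the tool that counted reads on genes or the annotation. Both tables hold whole-number counts per gene for each library, without normalization, and the 18 other per-library columns were not used. The MEF table carries GRCm39 coordinates and lists 21959 genes. The liver table carries GRCm38 coordinates and lists 51826 genes. The normalized counts of the paper's Supplementary Table S6 for MEFs, of which 1999 genes could be read, were 2.04 times the counts used here in RepB-/- and 2.05 times in WT at the median, with a Pearson correlation of the log2 fold changes of 0.994 across 1083 genes.

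Depth was between 11540344 and 20587556 counts per MEF library and between 37682201 and 51542709 per liver library. A gene was treated as at the floor at 3 counts or fewer in every library of a genotype, and its fold is given as a lower bound against that floor. Intervals of shares are 95% Wilson intervals and cover counting error alone.

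Each tissue was fitted by itself with edgeR 4.0.16 in R 4.3.3, using TMM normalization, filterByExpr with its default settings, a quasi-likelihood fit and an adjusted p of 0.05 after the Benjamini-Hochberg procedure. Upregulated X-linked genes also had a fold of at least 1.5. Sets of genes were tested with camera, with an inter-gene correlation of 0.01, and with fry, both in limma 3.58.1. The shift of X-linked genes was the difference of the median log2 fold changes of X-linked and autosomal protein-coding genes with mean normalized counts of at least 40 in either genotype. The share of genes raised at least 1.5-fold used the same count limit, and genes under it stayed in the denominator with a fold change of 0. Values of single libraries were compared by exact permutation tests over the 10 splits of 6 libraries, which cannot go below p = 0.1. Positions of upregulated genes were tested with 100000 permutations of the upregulated label, and shares with Fisher's exact test. The tissues were compared by the interaction term in a fit of all 12 libraries. Principal components and distances used log2 CPM (counts scaled by library size) with a prior count of 2. Cell cycle lists came from Seurat 5.3.0. The other lists were the reactivated genes and escapees of Fig. 4E, the X-linked genes of the qPCR primers in Supplementary Table S1, and the escape genes *Kdm6a*, *Kdm5c*, *Ddx3x* and *Eif2s3x*. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

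The genes named were those the paper names, the lists above, the Y-linked genes, the neighbours of *Xist* (*Tsix*, *Jpx* and *Ftx*) and, in each tissue, the 3 genes that rose most and the 3 that fell most among those past the threshold, with at least 1 CPM in the higher genotype and no overlap between the libraries of the genotypes. The tests, this choice of genes and most alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0 with its own size factors and filter, DESeq2's size factors in edgeR, TMM over autosomal genes, no filter on low counts, mean normalized counts of at least 40, count limits of 10 for expressed genes, genes of every biotype, no fold threshold, fry, the 500 most variable genes and autosomal genes for distances, replicate number as a block, and leaving out each library in turn. A count limit of 20, a term for replicate 1 against replicates 2 and 3 of liver, that term without the library with Y-linked counts, and fry with the block or either of these were added after the data had been seen. Alternatives for values that are not counts did not apply.

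The fit was tested on simulated data with the depths and variation of each tissue. Genes were drawn independently of each other, so a recovered shift does not bear on changes that many genes of a library share. In MEFs, 20 of the genes called in the simulation had not been changed, and a simulated shift of X-linked genes by 0.3 was found as 0.30. In liver, 0 unchanged genes and 0% of the changed genes were called. Replicate numbers were checked for pairing by the correlation of libraries with the same number after the genotype means were removed, and a block was used as an alternative in both tissues. The liver library with Y-linked counts was kept because its label places it among the RepB-/- livers.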

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

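In this part, the tests of a mixed sample, of shared reads and both tests of the label were chosen after the values had been seen, and the first test of the label replaced an earlier one on *Xist* counts that could not decide. The other tests were set first.

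The liver library labelled RepB-/- replicate 2 held 4342 counts of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, a signal the paper does not report. The other liver libraries held at most 1 count of these genes in sum, which argues against reads of their X-linked homologues. *Xist* in that library was 0.0166% of the mean of the others, which argues against a mixture of male and female tissue. The median log2 ratio of *Kdm6a*, *Kdm5c*, *Ddx3x* and *Eif2s3x*, which are expressed from both X chromosomes of females, was -0.50 in that library, against -0.27 to 0.21 in the other 5. A male animal may explain this pattern. Whether its genotype label is right stays open. Of 9 autosomal genes at least 8-fold apart between the other RepB-/- livers and WT, 7 (77.8%) lay nearer the RepB-/- mean in that library. Of 260 genes that DESeq2 called by genotype without it, with the term for replicate 1, 134 (51.54%) did. The same share was 59.2% and 46.1% for RepB-/- replicates 1 and 3 and 61.9%, 13.6% and 19.7% for WT replicates 1, 2 and 3, so this test did not tell the genotypes apart. The 3 genes that edgeR called with that term and without the library, named after their values were seen, are in line with its label. *Rpl3-ps1* had 530 counts in it, against 558 and 247 in the other RepB-/- livers and 3812 to 6800 in WT, *Rpl3-ps2* had 128 against 101 and 59, and 943 to 1569 in WT, and *Slc4a1* had 74 against 76 in RepB-/- replicate 3, and 2 and 4 in WT replicates 2 and 3. Whether these genes follow the deletion or the parentage of the animals was not tested.

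The X-linked shift was larger in MEFs than in liver by 0.117 (interaction test with camera, n = 374 genes, p = 0.0269, fry p = 0.460), with a shift above 0 in 3 of 3 RepB-/- MEF libraries and in 2 of 3 libraries labelled RepB-/- in liver. The library with Y-linked counts is a candidate explanation, since the difference without it was -0.033 (camera, n = 374 genes, p = 0.748). Of 100 splits of the MEF and liver libraries, the genotypes included, 67 gave a difference as large. A difference between the tissues themselves was not shown by these libraries and stays open.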

How the results depend on the processing

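The analysis choices added after the data had been seen were a count limit of 20, a term that sets replicate 1 of liver apart from replicates 2 and 3, that term without the RepB-/- library with Y-linked counts, and fry with the block or either of these terms. All other alternatives below were set in advance. Across 29 results, 353 values kept their direction and their side of the threshold, or stayed within the spread or within 1.5 times the count, 15 moved beyond that, 13 reversed, 6 became stronger and 8 weaker.

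In MEFs, the X-linked shift, the C1 and C5 shifts, the S phase and G2/M shifts, the number of differentially expressed genes, the share of X-linked genes raised at least 1.5-fold, the distances between libraries and *Usp9x*, *Zdhhc9* and *Rbm41* kept their direction and, where tested, their side of the threshold under every alternative that was run. Their sizes moved. The C1 shift ranged from 0.26 without WT replicate 1 to 0.46 with no filter, the C5 shift from 0.39 to 0.61, the S phase shift from 0.55 to 0.76 and the G2/M shift from 0.27 to 0.47, each highest with no filter. The X-linked shift ranged from 0.25 to 0.30, and the count of differentially expressed genes from 3956 to 6181. Upregulated X-linked genes numbered 73 to 104, except for 183 with no fold threshold.

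With no filter on low counts, which adds genes near the floor and lowers the median log2 fold change of all MEF genes to -0.12, C2 and C3 reversed to -0.37 and -1.86 and C4 passed the threshold at -1.06 (adjusted p = 0.0181). Under fry, C2 at 0.040 and C4 at -0.40 passed the threshold. Leaving out each library, C2 ranged from -0.0086 without WT replicate 2 to 0.18, and C4 from -0.99 without WT replicate 2 to -0.27 without WT replicate 1. With mean normalized counts of at least 40, C4 was smaller, at -0.17 over 15 genes, and C2 larger, at 0.21 over 48 genes (camera, adjusted p = 0.115 for both). C4 passed the threshold without RepB-/- replicate 1 (-0.77), RepB-/- replicate 2 (-0.92) or WT replicate 2, and its adjusted p ranged from 0.0126 to 0.158 over all alternatives. The cause was not tested.

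The share of upregulated X-linked genes in C1 lay near the share of tested genes, and its direction changed with DESeq2 (64.2%) and TMM over autosomal genes (64.4%), neither past the threshold (Fisher's exact p = 1 for both). With no filter, which adds genes near the floor to the comparison, the share was 64.4% with an odds ratio of 3.34 (Fisher's exact p = 3.1e-08), and with no fold threshold it was 69.9% with an odds ratio of 1.59 (Fisher's exact p = 0.0311), so an excess of C1 genes depended on these choices. With each library left out, the share ranged from 61.1% to 67.1% and was never past the threshold. Its direction also changed in 4 of these 6 fits, without RepB-/- replicate 1 (odds ratio 1.24), 2 (1.24) or 3 (1.03) or WT replicate 3 (1.22). The difference in distance to *Xist* fell to 8.88 Mb with no fold threshold, which adds genes with smaller changes. The difference in distance to the nearer chromosome end was never past the threshold. It ranged from -11.6 Mb without WT replicate 3 (permutation p = 0.0812) to -0.093 Mb without WT replicate 2 (permutation p = 0.951).

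In liver, DESeq2 called 80 genes, 1 of them an upregulated X-linked gene, and 13 genes in both tissues, whereas 2 genes passed with mean normalized counts of at least 40, and 0 with no filter (762 had an unadjusted p under 0.05). Between 0 and 4 passed with each library left out. The highest count was without WT replicate 1, and the other 5 fits gave 0, with 265 to 785 genes at an unadjusted p under 0.05. The block of replicate number gave 8 genes. The term for replicate 1 gave 9, and 3 without the library with Y-linked counts. Distances between and within genotypes differed by -20.1 to 5.43 with each library left out, and the direction reversed without WT replicate 1. The cause was not tested.

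The liver X-linked shift kept its direction in every fit. It was past the threshold with camera except without RepB-/- replicate 3 (0.074), and it reached 0.34 without RepB-/- replicate 2. Under fry it was not past the threshold at 0.21, nor with replicate number as a block (0.19) or with the term for replicate 1 (0.20). Fry with that term and without the library with Y-linked counts gave 0.36 (n = 386 genes, p = 0.0363), a choice made after the values were seen. The share of liver X-linked genes raised at least 1.5-fold ranged from 5.70% to 12.9%, highest with that added term and without the library with Y-linked counts, and was 12.8% without RepB-/- replicate 2 and 11.9% without WT replicate 1. The difference of the X-linked shifts between tissues ranged from -0.033 without liver RepB-/- replicate 2 to 0.20, and was not past the threshold with no filter (0.098), without liver WT replicate 1 (0.10) or without MEF WT replicate 1 (0.084).

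Depth differed between MEF genotypes. In liver, 502 of 16080 genes had an unadjusted p under 0.05 and 6 passed. In counts simulated with the variation of the liver libraries without a block (51.2%), 0% of 196 changed genes were recovered.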

Differences from the paper's values

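The paper's Venn diagram gives about 47 upregulated X-linked genes in liver (Fig. 4F, read by eye), and 0 were called here at an adjusted p under 0.05 and at least 1.5-fold, with 14 of 496 tested X-linked genes higher at an unadjusted p under 0.05. That number was between 5 without WT replicate 2 and 34 without WT replicate 1 with each library left out, and 31 with replicate number as a block. With choices made after the values were seen, it was 33 with the term for replicate 1, and 85 of 533 with that term and without the library with Y-linked counts, where 0 were called as well. None of the alternatives set before the data were examined closed the gap. DESeq2 called 1, *Fmr1nb* (23, 46 and 28 counts in the RepB-/- libraries and 0 in the WT libraries), a gene chosen after its values were seen, and every other alternative called 0. Without any test, 66 X-linked genes of liver were raised at least 1.5-fold.

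The same diagram gives about 15 upregulated X-linked genes shared by MEFs and liver (Fig. 4F, read by eye), and 0 were shared here, which follows from the 0 called in liver. No alternative set before the data were examined, and none added later, gave a shared gene.

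The paper names *Usp9x*, *Zdhhc9* and *Rbm41* as upregulated in liver as well as MEFs. Here their log2 fold changes in liver were 0.64, 0.89 and 0.51, and the lowest adjusted p under any alternative was 0.419 for *Usp9x*, 0.514 for *Zdhhc9* and 0.627 for *Rbm41*. The liver simulation without a block recovered none of the changed genes, so these p-values do not speak against an increase. For *Usp9x* in liver, the paper also reports higher mRNA (Fig. 4I) and stronger staining (Fig. 5A).

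The paper reports a shift of X-linked genes in liver that passes its test. Camera gave p = 2.9e-05 for the shift of 0.21 in liver, whereas fry gave p = 0.255 and the exact test over libraries p = 0.4. Fry with the term for replicate 1 and without the library with Y-linked counts (n = 386 genes), chosen after the values were seen, gave p = 0.0363.

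The paper describes the active X-linked genes as clustered near *Xist* and at the ends of the chromosome. The median distance to *Xist* was 57.0 Mb for upregulated genes and 36.1 Mb for the others, and the distance to the nearer end did not differ past the threshold (-5.01 Mb, permutation p = 0.348), while the windows with *Xist* and at the far end had 32.0% and 44.4% of tested genes upregulated. Upregulated genes at the ends raise the median distance to *Xist*, so it cannot decide on a cluster near *Xist*.

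Fig. 4C marks C2 and C3 as not significant and C4 as lower in RepB-/-. C3 was higher here by 0.54 (adjusted p = 5.4e-04 with camera and 0.00496 with fry), C2 passed with fry (adjusted p = 0.00689) and not with camera (0.181), and C4 passed with fry (adjusted p = 0.0300) and not with camera (0.0918).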

Other observations

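In this part, the test of depth for replicate 1 of liver, the test of receptor-level DNA for the genes near 0, that of further T and B cell genes and that of MEF changes put into the liver counts were chosen after the values had been seen. The immune cell test asked for 6 of its 8 marker genes past its limits, and was reworded to 6 of the genes listed after *Ighm* was found to be absent from the MEF table. The tests of the WT MEF libraries were made one after another, each after the last had been read.

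In liver, libraries of the same genotype lay 153 apart on average and libraries of different genotypes 145, a difference of -7.53 (exact permutation test, p = 0.5). The first principal component held 57.2% of the liver variance. The libraries of replicate 1 of both genotypes lay apart from the other liver libraries on it, at -111 and -97.5 against 37.2 to 67.1, and 2603 of 17030 genes differed between these and the rest at an adjusted p under 0.05, 1467 of them higher in replicate 1. The totals argue against depth as the cause, since that of the RepB-/- library ranked 5 and that of the WT library ranked 1 among the 6, counted from the lowest. A lower share of hepatocytes would raise the markers of other cell types alike, whereas their median log2 differences ranged over 2.10, from 7.1e-05 for Kupffer cells and 0.55 for endothelial cells to 1.74 for cholangiocytes, 2.01 for erythroid cells and 2.10 for stellate cells. Genes of fetal and early postnatal liver were higher in both libraries of replicate 1, with a median log2 difference of 8.68. *Afp* had 507 and 369 CPM against 2.79 to 6.04, and *H19* had 3880 and 3541 against at most 12.5. Younger animals are therefore a candidate explanation, and the ages were not tested otherwise. After the genotype means were removed, liver libraries of the same number were correlated (0.71, 0.36 and 0.37), as were those of RepB-/- replicate 2 with WT replicate 3 (0.41) and of RepB-/- replicate 3 with WT replicate 2 (0.40).

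In MEFs, 1 of the 10 splits of the libraries, the genotypes themselves, gave as many differentially expressed genes, as many upregulated X-linked genes, as large an X-linked shift, as large a shift of C1, C3, C4, C5, S phase or G2/M genes. The other 9 splits had 0 upregulated X-linked genes, so they gave no C1 share and no distance to compare, which decides nothing for these. For C2, 6 of the 10 splits gave a shift as large. In liver, 1 of the 10 splits, the genotypes, gave as many as 6 differentially expressed genes and as many as 2 X-linked genes called in the same direction, and 4 gave an X-linked shift as large. The largest, 0.29, set RepB-/- replicates 1 and 3 with WT replicate 1 against the others. Of the 4 liver splits that part all 3 replicate numbers, 1 gave as many genes and 2 as large a shift, and the other 6 splits leave both libraries of a number on the same side. With 10 splits, a share of 0.1 is the lowest possible. No gene was shared between the tissues, so 100 of 100 splits gave as many differentially expressed genes in both and as many upregulated X-linked genes in both, which decides nothing.

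The X-linked shift in MEFs was 0.19 after the trends of autosomal genes with GC content and length were removed, and 0.26 with every library thinned to the smallest total. Since 72.7% of X-linked genes lay above the autosomal median, a few genes with large changes do not account for it. These values argue against GC content, depth and a few genes as its whole cause. The deletion of repeat B, and any other difference between the RepB-/- and WT cultures, stay open.

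With every library thinned to the smallest total, the G2/M shift was 0.27 (camera, n = 54 genes, p = 3.61e-06). Without WT replicate 1 it was 0.27, and after the GC and length trends were removed it was 0.23, which argues against depth, that library and these trends as its whole cause. *Mki67*, which encodes the Ki67 protein that the paper reports as decreased in tissues, was higher in RepB-/- MEFs (log2 fold change 1.09, adjusted p = 7.2e-05 from edgeR) and was 0.89 in liver (adjusted p = 1.00). *Cep131*, *Gpsm1* and *Gpsm2* had log2 fold changes of -0.0095, -0.087 and 0.15 in MEFs and 0.080, 0.36 and -0.067 in liver, none of them past the threshold. In liver, the G2/M list lay 0.53 above the other genes (camera, adjusted p = 9.4e-06, with fry p = 0.467 over n = 52 genes) and the S phase list at -0.053 (camera, adjusted p = 0.678).

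The WT MEF libraries had between 17191 and 17664 genes with a count, and the RepB-/- libraries between 15453 and 15545. At equal depth the lowest WT number was 1735 above the highest RepB-/- number, which argues against depth. Counts of 1552 olfactory and vomeronasal receptor genes, which sensory neurons express, gave a summed CPM 6.02 times higher in the lowest WT library than in the highest RepB-/- library. Genomic DNA in the WT libraries may explain these. The correlation of WT counts with transcript length across the genes near 0 in RepB-/- was 0.105 (Spearman, across genes), a trend too weak to tell a thin background of reads over many genes apart from other sources for genes this near the floor.

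Of genes with at most 3 counts in RepB-/-, 745 had 10 or more counts in WT, and 32 the reverse. The receptor genes' counts per kb would give 11.6% of the WT counts of these 745 genes, which argues against genomic DNA at that level as their main source. None of the lymphocyte and macrophage markers, 0 of 7 in the table, reached 1 CPM in WT with a 4-fold lower level in RepB-/- (*Lyz2* had 33.8 in WT and 101 in RepB-/-). Some genes of lymphocytes were at least 4-fold lower in RepB-/-, among them *Lck*, *Cd79a*, *Tcf7*, *Il2rb*, *Lag3*, *Tagap*, *Rasgrp2* and *Lax1*, with 1.16 to 11.1 CPM in WT, named after their values were seen. Of *Cd3d*, *Cd3g*, *Cd2*, *Cd52*, *Ltb*, *Cd79b* and *Ms4a1*, which T or B cells express as well, 0 of 7 passed the same limits, and the highest had 0.26 CPM in WT. This argues against immune cells as the source of the lymphocyte genes. Of the 745 genes, 5.23% reached 1 CPM in WT, so a limit of 1 CPM cannot decide for most of them. The cause of the change of the lymphocyte genes and of the 745 stays open. Replication-dependent histone genes, whose transcripts lack a poly(A) tail, had a median log2 ratio of -2.14 in RepB-/- against WT, with 37 of 38 lower, although S phase genes were higher. Less poly(A) selection in the WT libraries may explain this, and a difference in histone expression between the cultures stays open. The paper names Genewiz and Novogene as library makers, and the company of each library was not tested.

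With the receptor genes' background taken off each library, the C4 shift was -0.40 (camera, adjusted p = 0.108), which argues against that background as its cause. The X-linked shift was then 0.27, and 5143 of 13242 genes were differentially expressed, 87 of them upregulated X-linked genes.

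Of 346 autosomal genes changed at least 4-fold, 154 were tested in liver, where 9 lay apart in the same direction in every library (5.84%) and 6 in the opposite direction. Chance gives 10% for 3 libraries against 3 in both directions together. With the MEF changes put into the liver counts in place of the liver changes, 85.1% of the 154 genes lay apart on the same side, and 45.5% with changes 0.5 times as large on the log2 scale. This argues against a difference in genetic background that acts on most of these genes in liver as in MEFs. A difference in background that acts on some of them, or in MEFs alone, stays open. Of the 346 genes, 179 had another within 1 Mb, against a median of 143 and a 95th percentile of 162 over 10000 random draws of genes (0.11% of draws had as many), which is in line with neighbouring genes that change together, for a cause that was not tested.

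Of the 80 genes that DESeq2 called in liver, 29 (36.2%) were pseudogenes, against 6.47% of tested genes (odds ratio 8.42, Fisher's exact test, p = 4.9e-15). Reads shared with near-identical copies may explain such calls, and *Rpl3*, the parent of *Rpl3-ps1* and *Rpl3-ps2*, had a log2 fold change of 0.94 in liver (adjusted p = 1.00). The 2 genes were lower in all RepB-/- livers, and a strain difference in the copies was not tested. With the block, *Slc4a1*, *H2-Q2* and *Cyp4a12a* passed as well. These were chosen after their values were seen.

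The 10 X-linked genes of the qPCR primers had a median log2 fold change of 0.46 in MEFs (camera, adjusted p = 0.00182), 7 of them significantly higher, and lay 0.051 above the other genes in liver (adjusted p = 0.924). The 4 escape genes had a median of 0.27 in MEFs, 3 of them significantly higher, and lay at -0.12 in liver. With camera their shift was not past the threshold in either tissue (adjusted p = 0.0761 and 0.663), whereas with fry it was in MEFs (9.1e-04) and not in liver (0.636). The reactivated genes and escapees of Fig. 4E lay 0.34 and 0.38 above the other genes in liver (camera, adjusted p = 0.00282 and 0.00465), and neither held under fry (0.272 and 0.142). *Tsix*, *Jpx* and *Ftx* had log2 fold changes of -0.20, -0.12 and 0.0030 in liver, and none passed the threshold.

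The 80 X-linked genes that were upregulated in MEFs and measured in liver, without *Usp9x*, *Zdhhc9* and *Rbm41*, had a median log2 ratio to the WT livers of -0.14 in the library with Y-linked counts, against 0.28 and 0.67 in the other RepB-/- livers and -0.030 to 0.021 in WT. The other X-linked genes had medians of -0.071 in that library, 0.29 in both other RepB-/- livers and -0.041 to 0.14 in WT. Replicate 1 lay apart in both genotypes. WT replicate 1 itself was at -0.030 for the genes upregulated in MEFs and 0.14 for the others. Whether RepB-/- replicate 1 rose more in the former therefore depended on the WT libraries it was set against. Upregulation that needs an inactive X chromosome was tested as an explanation, and the -0.14 in the library with Y-linked counts goes with it. That value rests on a single library, where the other X-linked genes were at -0.071, so the cause stays open.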
